# Modulation of IL-1β reprogrammes the tumor microenvironment to interrupt oral carcinogenesis

**DOI:** 10.1038/srep20208

**Published:** 2016-02-01

**Authors:** Tong Wu, Yun Hong, Lihua Jia, Jie Wu, Juan Xia, Juan Wang, Qinchao Hu, Bin Cheng

## Abstract

Head and neck squamous cell carcinoma (HNSCC) development is a multistage process includes the normal, dysplasia and squamous cell carcinoma (SCC) stages. Recently, increasing evidence has suggested that the tumor microenvironment (TME) is an integral part of malignant transformation. Exploring certain key node genes in TME for future intervention in dysplasia to interrupt oral carcinogenesis was the primary goal of this research. To achieve this goal, systems biology approaches were first applied to the epithelia and fibroblasts collected at sequential stages in a 4-nitroquinoline-1-oxide (4NQO) - induced rat oral carcinogenesis model. Through bioinformatics network construction, IL-1β was identified as one of the key node genes in TME during carcinogenesis. Immunohistochemical staining of human and rat samples demonstrated that IL-1β expression patterns were parallel to the stages of malignant transformation. Silencing IL-1β with lentivirus-delivered shRNA significantly inhibited oral squamous cell carcinoma cell growth both *in vivo* and *in vitro*. Based on these findings, we hypothesized that IL-1β may be a chemoprevention target in TME during oral carcinogenesis. Therefore, we targeted IL-1 in the TME by oral mucosal injection of an IL-1 receptor antagonist in 4NQO rats. The results demonstrated that targeting IL-1 could interrupt oral carcinogenesis by reprogramming the TME.

Head and neck squamous cell carcinoma (HNSCC) is the sixth most common cancer in the world, accounting for 650,000 new cases and 350,000 deaths each year^1^. Despite several advances in therapeutic regimens, HNSCC remains characterized by a poor prognosis and low survival rate^2^.

HNSCC development is a multistage process that includes the normal, dysplasia and squamous cell carcinoma (SCC) stages. Considering the easy accessibility of oral lesions, the dysplasia stage provides a prime opportunity to interrupt the carcinogenesis process. Recently, increasing evidence has suggested that the tumor microenvironment (TME) is an integral and inseparable part of malignant transformation^3^,^4^,^5^. The TME is formed by stromal cells, infiltrating immune cells, and extra-cellular components around tumor cells that can promote carcinogenesis. Oral carcinogenesis is a complex and multifaceted process; the acquisition of malignant features within a favorable TME occurs along with behavioral changes of epithelia and fibroblasts that typically involve a broad range of dynamic variations. Strategies aimed at interfering with the cross-talk between tumor cells and their cellular partners in the TME have been considered for the development of a novel cancer therapy^5^,^6^.

Because all the components of the TME work as a complex network, the identification of key node genes in the TME is necessary for future intervention at the dysplasia stage to interrupt oral carcinogenesis for clinical purposes. To achieve this goal, a reliable animal model is a prerequisite. The 4-nitroquinoline-1-oxide (4NQO) rat model is one of the most extensively studied animal systems because of its close similarity to human malignant transformation at the histological and molecular levels^7^. This animal model facilitates our ability to observe, discover and confirm additional details about malignant transformation and will greatly contribute to future therapeutic applications.

Because of the complexity of the TME, high-throughput technology and systems biology approaches were applied in the 4NQO-induced rat oral carcinogenesis model. Through bioinformatics network construction and subsequent verification, interleukin 1 beta (IL-1β) was identified as one of the key node genes during carcinogenesis. Based on this finding, we hypothesized that IL-1β may be chemoprevention target in the TME during oral carcinogenesis. Therefore, an IL-1 receptor antagonist (IL-1Ra), which inhibits either IL-1α or IL-1β by competitively blocking IL-1 receptor I, was used to interrupt 4NQO-induced carcinogenesis^8^. The results demonstrated that IL-1Ra intervention could interrupt tumor progression by reprogramming the TME.

## Results

### IL-1β acts as a key node gene in the TME during oral carcinogenesis

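RNA of oral epithelia and of submucosal fibroblasts was measured on 18 Affymetrix rat expression arrays, 1 array per sample, with 3 samples in each of 6 groups: normal, dysplasia and squamous cell carcinoma (SCC) for each cell type. The lesions arose in rats given the carcinogen 4-nitroquinoline-1-oxide (4NQO) at 0.002% in drinking water, and the paper states that each sample pooled tissue of 3 rats. Marker genes of epithelial cells, 19 genes such as keratins, had a mean log2 signal of 12.74 ± 0.06 (SD, n = 3) in normal epithelia and 12.67 ± 0.08 (SD, n = 3) in SCC epithelia. In the fibroblast samples the same markers stood at 11.24 ± 1.05, 11.81 ± 0.40 and 11.87 ± 0.52 (SD, n = 3 each) in normal, dysplasia and SCC. Markers of fibroblasts, 16 genes, had a mean of 12.72 ± 0.15 in normal, 12.14 ± 0.47 in dysplasia and 11.94 ± 0.42 in SCC fibroblasts (SD, n = 3 each), and 6.94 ± 0.93, 7.34 ± 0.55 and 9.31 ± 1.93 in the epithelia of the same stages. Markers of macrophages and monocytes, 19 genes, stood at 5.98 ± 0.03 in normal epithelia, 6.71 ± 0.36 in dysplasia epithelia and 8.21 ± 1.15 in SCC epithelia (SD, n = 3 each). Markers of neutrophils, 14 genes, stood at 6.59 ± 0.18, 7.40 ± 0.10 and 8.56 ± 0.12 in normal, dysplasia and SCC fibroblasts (SD, n = 3 each). The values deposited by the authors are linear probe set signals, and they were taken to log2 without further normalization. The submitters' processing notes name RMA and Affymetrix Expression Console, and how the linear values were made from them is not given in the sources used here. Each cell type was fitted apart with limma over its 9 arrays and all 31042 probe sets that are not controls, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05. Beside this, probe sets were counted at a fold of at least 2 with an unadjusted limma p under 0.05. The methods name a fold of 2 or 1.5 with a detection P value under 0.05, so these counts, given as the study's thresholds, use its fold and another p. The text does not say whether the samples of a group came from different rats, so the p-values measure the spread between these pooled samples, which may be technical, and 3 arrays per group limit the precision.

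**Figure D1:**
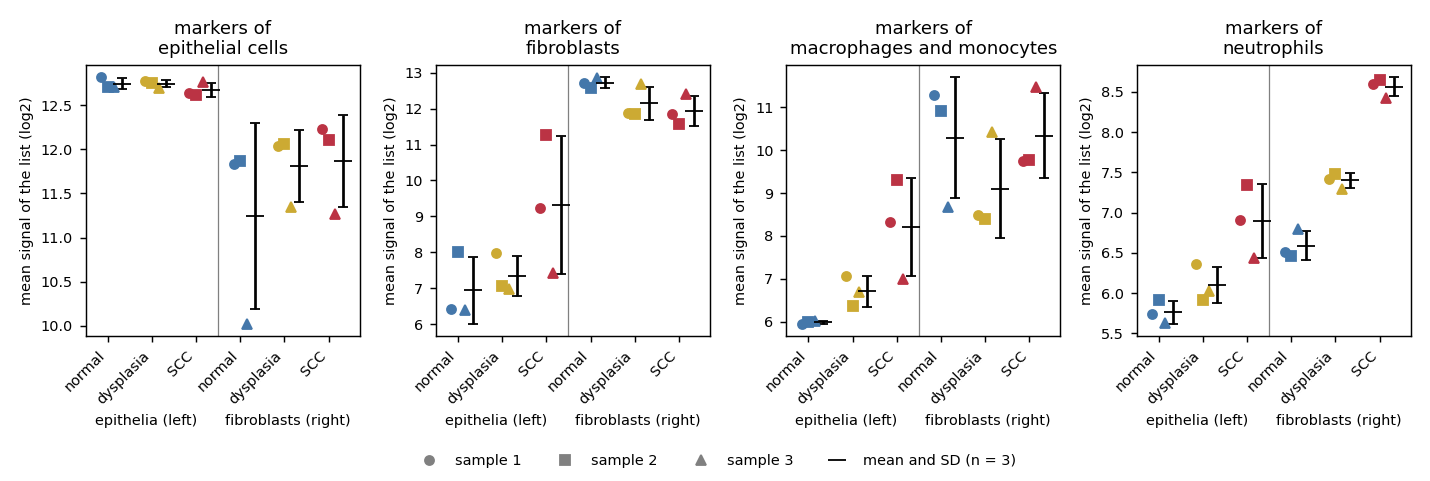
Mean log2 signal of marker genes of epithelial cells, fibroblasts, macrophages and monocytes, and neutrophils in each of the 18 samples. Each point is 1 sample, grouped by stage and cell type. The markers of fibroblasts reach 11.28 in 1 SCC epithelial sample and stay at 7.42 in another.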

To explore key node genes in the TME during oral carcinogenesis, epithelia and fibroblasts from the sequential stages of neoplasia, namely the normal, dysplasia and SCC stages (three rat epithelia/fibroblasts per sample, three samples per group), were collected for microarray analysis (GSE42780,GSE42780). 

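In dysplasia epithelia, the genes that rose over normal epithelia included regulators of proliferation, detoxifying enzymes and chemokines. S100a9, a calgranulin of inflamed epithelium, had a log2 fold change of 4.82 (standard error 0.35, n = 3 against 3, adjusted p = 0.00131 from limma). Cdkn2a, which encodes cell cycle inhibitors, was 55.7-fold higher (standard error 0.20 on the log2 scale, adjusted p = 1.26e-05). Of 51 measured genes of the cell cycle, 38 were higher and none was lower (45 higher when adjusted over the list alone), among them Mad2l1 of the spindle checkpoint with a log2 fold change of 1.57 and the mitotic kinase Pbk with 1.75. Of 29 genes of the NRF2 and xenobiotic response, 14 were higher and 3 lower (16 and 4 when adjusted over the list alone). The glutathione transferase Gstm1 was higher by 3.64 (standard error 0.27) and the reductase Akr1b8 by 1.81 (standard error 0.16), while Cyp1a1, Cyp1b1 and Hmox1 were the lower ones. Cyp1b1 lost its call without normal epithelia 1 and 2 and dysplasia epithelia 3 (adjusted p = 0.0502, 0.0537 and 0.0655), and Hmox1 without normal epithelia 1, 2 and 3 and dysplasia epithelia 1 and 3 (0.0711, 0.0630, 0.0651, 0.0628 and 0.0906). Chemokines were higher for 7 of 27 genes (7 when adjusted over the list alone), among them Cxcl9, which attracts T cells, at 3.66 and Ccl20 at 2.56. Of 36 genes of the interferon response and MHC, 9 were higher (12 when adjusted over the list alone), among them the immunoproteasome subunit Psmb8 at 2.43 (standard error 0.37). Of 19 macrophage markers in the same samples, 2 were higher (2 when adjusted over the list alone), Tyrobp and Aif1, with a list median of 0.76 and no call by camera (adjusted p = 0.0755). They lost their calls without normal epithelia 1 (0.0711 and 0.0666) and 2 (0.0724 and 0.0852) and dysplasia epithelia 1 (0.0630 and 0.0669) and 3 (0.0785 and 0.0874). Genes of epithelial differentiation moved both ways, with 3 of 29 higher and 9 lower (3 and 11 when adjusted over the list alone). Keratin 1 (Krt1) rose by 3.09, and Sprr1b and Sprr2d of the cornified envelope were the other higher ones. Gsdma, a gasdermin of stratified epithelium, fell by 1.52, and the monooxygenase Fmo2, outside the lists, fell by 2.93 on the log2 scale. By limma's camera test the list of the cell cycle stood above other genes (adjusted p = 1.1e-17), as did NRF2 (0.000192), interferon (0.000458) and chemokines (0.00621), and differentiation stood below them (0.0131). For these lists the adjusted p was 0.84 or 0.85 with an estimated correlation. Over all probe sets, 4516 passed the adjusted threshold, 2174 higher and 2342 lower. Of all probe sets, 1081 passed the study's thresholds, 536 higher and 545 lower. The first count was 1416 without dysplasia epithelia 3, 2884 without dysplasia epithelia 2, and 1960, 2315 and 2351 without normal epithelia 1, 2 and 3. The genes named here with values kept their calls without any single array, and Gsdma lost its call with the methods' t-test. The higher share of the called probe sets was 48.1% as deposited and 82.0% when the arrays were aligned on their spike-in controls, which shifts the median change by 0.25 on the log2 scale.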

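From dysplasia to SCC epithelia, the collagenase Mmp13 had a log2 fold change of 3.52 (standard error 0.30, n = 3 against 3, adjusted p = 0.0251 from limma) and the gelatinase Mmp9 one of 2.16 (standard error 0.25, adjusted p = 0.044). A second probe set of Mmp9 stood at 1.95 and did not pass (adjusted p = 0.0750). Inhbb, which encodes an activin subunit of the TGF-beta family, stood at 1.64 (adjusted p = 0.0251), the hair keratin Krt86 at -2.29 and the neurofilament gene Nefh at -1.98 (adjusted p = 0.0388 each). Of 27 matrix proteases and inhibitors, 2 were higher (10 when adjusted over the list alone), with a list median of 0.68. Of 27 chemokines none passed over all probe sets and 13 were higher when adjusted over the list alone, with a list median of 0.82. Genes of the extracellular matrix, 40 in number with 1 higher when adjusted over the list alone, had a median of 1.77. Beside them stood a median of 2.06 for the 16 fibroblast markers and of 1.41 for the 19 macrophage markers in the same epithelial samples. The mean log2 signal of the matrix list was 10.90 in SCC epithelia 2 and 7.36 in SCC epithelia 3, which lies within the range of the dysplasia epithelia, 6.96 to 7.64. None of the macrophage markers passed over all probe sets, and 12 were higher when adjusted over the list alone. By camera these lists stood above other genes (adjusted p = 3.48e-12 for the matrix, 2.00e-09 for the proteases, 5.81e-08 for the chemokines, 1.76e-10 for macrophage and 3.18e-05 for fibroblast markers). The adjusted p = 0.55 for the chemokines and 0.84 for the others with an estimated correlation. In total 8 probe sets passed, 4 higher and 4 lower, while 4402 had an unadjusted p under 0.05. The study's thresholds were passed by 646, of which 530 were higher. limma called 0 probe sets without normal epithelia 1, normal epithelia 3, dysplasia epithelia 1 or dysplasia epithelia 3 (3785, 3835, 3716 and 2917 at an unadjusted p under 0.05), 3 without dysplasia epithelia 2, 2 without SCC epithelia 1 and 736 without SCC epithelia 3. Mmp9 and Krt86 also lost their calls without normal epithelia 2 (adjusted p = 0.0624 and 0.0526), Mmp9 and Nefh without SCC epithelia 2 (0.0860 and 0.0681). Mmp13, Inhbb, Krt86 and Nefh lost theirs without dysplasia epithelia 2 (0.0513, 0.0554, 0.0996 and 0.0736), Inhbb, Krt86, Mmp9 and Nefh without SCC epithelia 1 (0.0997, 0.101, 0.120 and 0.117), Krt86 and Nefh with the replicate block (0.0754 and 0.131). All 5 lost theirs with the methods' t-test. The study's count was 421 without SCC epithelia 2 and 1324 without SCC epithelia 3.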

In the oral epithelia, 839 probe sets were found to be differentially expressed from the normal to the dysplasia state (449 up-regulated and 390 down-regulated) and 525 changes occurred from the dysplasia to the SCC state (440 up-regulated and 125 down-regulated). 

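In dysplasia relative to normal fibroblasts, Rbp2, a retinol-binding protein, had a log2 fold change of 4.42 (standard error 0.31, n = 3 against 3, adjusted p = 0.00193 from limma) and the serine protease inhibitor Serpina3n one of 3.61 (standard error 0.30, adjusted p = 0.00294). The mast cell protease Mcpt10 stood at 3.62 (standard error 0.22, adjusted p = 0.000826) and the T cell receptor chain Cd3e at 1.51 (standard error 0.12, adjusted p = 0.00278, and 0.0699 when arrays were aligned on spike-in controls). Of 23 markers of skeletal muscle, 1 was higher (15 when adjusted over the list alone), the oxygen carrier myoglobin (Mb), at 1.67 (adjusted p = 0.0214). Of 29 genes of epithelial differentiation, 1 was higher (6 when adjusted over the list alone), keratin 1 (Krt1), at 5.53 (adjusted p = 0.0162). None of the 19 markers of epithelial cells passed in either adjustment, with a median of 0.57 (camera adjusted p = 0.0178, 0.970 without normal fibroblasts 3, and adjusted p = 0.87 with an estimated correlation). None of the 19 macrophage markers did, with a median of -1.18 (camera adjusted p = 0.00405, 0.153 and 0.0503 without normal fibroblasts 1 and 2, and adjusted p = 0.85 with an estimated correlation). None of the 14 neutrophil markers passed over all probe sets, and 5 were higher when adjusted over the list alone, with a list median of 0.45. None of the 40 genes of the extracellular matrix and none of the 16 fibroblast markers passed in either adjustment, and their medians were -0.75 and -0.52. By camera, muscle (adjusted p = 1.16e-09), differentiation (1.67e-06) and neutrophil markers (0.00153) stood above other genes, and matrix genes (2.00e-09) and fibroblast markers (8.10e-05) below them. With an estimated correlation the adjusted p was 0.75, 0.84, 0.29, 0.84 and 0.85. Over all probe sets, 53 passed, 36 higher and 17 lower, while 5600 had an unadjusted p under 0.05 and 742 passed the study's thresholds, 344 higher and 398 lower. With the replicate number as a block, the paired fit called 1449, 728 higher and 721 lower. The unblocked count was 15, 12 and 150 without normal fibroblasts 1, 2 and 3, 10, 14 and 1000 without dysplasia fibroblasts 1, 2 and 3, and 31, 30 and 175 without SCC fibroblasts 1, 2 and 3. The study's count was 1590 without dysplasia fibroblasts 3. Without normal fibroblasts 1 or 2 or dysplasia fibroblasts 1 or 2, Krt1 (adjusted p = 0.0707, 0.0720, 0.0910 and 0.0937) and Mb (0.111, 0.0727, 0.136 and 0.121) lost their calls, Mb also without SCC fibroblasts 2 (0.0610). All genes named here lost their calls with the methods' t-test. Leaving out the third sample of every stage, a choice made after the data were seen, gave 8232 called probe sets.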

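From dysplasia to SCC fibroblasts, the platelet basic protein gene Ppbp had a log2 fold change of 3.51 (standard error 0.17, n = 3 against 3, adjusted p = 0.000195 from limma) and Cxcl3 one of 2.27 (standard error 0.28, adjusted p = 0.00663). The growth factor Ereg, a ligand of the EGF receptor, rose by 2.56 (adjusted p = 0.0068) and the scavenger receptor Olr1 by 3.27 (adjusted p = 0.00762), while the growth factor receptor Fgfr4 fell by 1.89 (adjusted p = 0.00663). Of 27 chemokines, 4 were higher, Ppbp, Cxcl3, Cxcl6 and Ccl6 (5 when adjusted over the list alone). That list had a camera adjusted p = 0.000820 (0.0833 without SCC fibroblasts 3, and adjusted p = 0.84 with an estimated correlation). Cxcl6 lost its call without normal fibroblasts 1 (0.0541), dysplasia fibroblasts 1 and 2 (0.135 and 0.149) and SCC fibroblasts 1, 2 and 3 (0.162, 0.131 and 0.0527). Of 21 genes of the IL-1 family and inflammasome, 5 were higher (8 when adjusted over the list alone), with a list median of 0.53. Among them were Irak2, a kinase below the IL-1 receptor, at 1.71 (standard error 0.18, adjusted p = 0.00409) and Il1rap, the accessory chain of that receptor, at 1.56 (standard error 0.16, adjusted p = 0.00409). A second probe set of Il1rap stood at 0.47 and did not pass (adjusted p = 0.255). The other higher ones were the receptor antagonist Il1rn, Il1a and the decoy receptor Il1r2 (adjusted p = 0.00844, 0.0313 and 0.0474), and they lost their calls without SCC fibroblasts 1 (0.0550, 0.118 and 0.200) and dysplasia fibroblasts 2 (0.0533, 0.133 and 0.104). Il1a also lost its call without normal fibroblasts 2 (0.0590), dysplasia fibroblasts 1 (0.120) and SCC fibroblasts 2 and 3 (0.0977 and 0.0579), and Il1r2 without normal fibroblasts 1 and 2 (0.0776 and 0.0851), dysplasia fibroblasts 1 (0.0741) and SCC fibroblasts 2 (0.172). A second probe set of Il1a stood at 3.32 and passed (adjusted p = 0.00434), and the stability of that call is not given here. Of 14 neutrophil markers, 3 were higher (10 when adjusted over the list alone), with a list median of 1.35. They were the receptors Csf3r and Cxcr2 and the collagenase Mmp8 (adjusted p = 0.0191, 0.0162 and 0.0114). Their calls were lost without dysplasia fibroblasts 2 (0.0670, 0.0844 and 0.0692), Csf3r and Cxcr2 also without SCC fibroblasts 1 (0.101 and 0.0898), all without SCC fibroblasts 2 (0.0886, 0.0773 and 0.0515), and Mmp8 without dysplasia fibroblasts 1 (0.0565). None of the 19 macrophage markers passed in either adjustment, with a list median of 1.25 (camera adjusted p = 0.00165, 0.128 without SCC fibroblasts 3, and adjusted p = 0.85 with an estimated correlation). The 3' minus 5' signal of beta-actin, a measure of RNA degradation, was 1.78 ± 0.21 in dysplasia and 1.20 ± 0.06 in SCC fibroblasts (log2, SD, n = 3 each). By camera the lists of IL-1 and of neutrophil markers differed from other genes (adjusted p = 2.70e-06 for IL-1 and 2.76e-07 for neutrophil markers), with an adjusted p = 0.084 for both with an estimated correlation. Over all probe sets, 573 passed, 473 higher and 100 lower, and 853 passed the study's thresholds, 640 higher and 213 lower. With the replicate number as a block (paired), 846 passed, 626 higher and 220 lower, and of the genes named here Il1a lost its call (adjusted p = 0.0546). The first count was 126 and 144 without SCC fibroblasts 1 and 2, 187 and 131 without dysplasia fibroblasts 1 and 2, and 313 and 1276 without normal fibroblasts 2 and 3, and the second 1298 without SCC fibroblasts 3. With the methods' t-test the calls of Cxcl3, Cxcl6, Fgfr4, Irak2, Il1rap, Il1rn, Il1a, Il1r2, Csf3r, Cxcr2 and Mmp8 were lost, and that of Ccl6 was not tested so. Aligning the arrays on spike-in controls shifts the median change by 0.83 and moves the higher share of the called probe sets from 82.5% to 99.9%. It also raises both counts of passing probe sets many times over, as given under the dependence on processing.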

In submucosal fibroblasts, 563 probe sets were identified as differentially expressed from the normal to the dysplasia state (253 up-regulated and 313 down-regulated) and 714 changes occurred (642 up-regulated and 72 down-regulated) from the dysplasia to the carcinoma state. These observations were confirmed by RT-PCR (Supplementary Table 1, Supplementary Fig. 1). 

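Of the 9 genes in the comparison with RT-PCR (Supplementary Fig. 1), the arrays alone were analysed here, and the RT-PCR was not. In SCC epithelia relative to normal epithelia, S100a8, a calgranulin of neutrophils and stressed keratinocytes, was higher by 4.05 on the log2 scale (standard error 0.24, n = 3 against 3, adjusted p = 9.39e-05 from limma). The adhesion molecule Icam1 was higher by 2.02 (standard error 0.14, adjusted p = 0.000135) and the stromelysin Mmp3 by 4.68 (standard error 0.57, adjusted p = 0.000771). Fos, an immediate early transcription factor, stood at 1.83 (standard error 0.81, adjusted p = 0.116, and 0.0422 without dysplasia epithelia 1). In SCC relative to dysplasia epithelia, S100a8 stood at 1.46 (adjusted p = 0.0854), Mmp3 at 3.30 (adjusted p = 0.0901), Icam1 at 0.63 (adjusted p = 0.149) and Fos at 0.03 (adjusted p = 0.991), and without SCC epithelia 3 the first pair passed (adjusted p = 0.0250 and 0.000960). In SCC relative to normal fibroblasts, S100a8 was higher by 2.68 (standard error 0.35, adjusted p = 0.00335; the call was lost with the methods' t-test), while Mmp3 at 1.02 (adjusted p = 0.259), Fos at -0.26 (adjusted p = 0.184) and Icam1 at -0.30 (adjusted p = 0.259) did not pass. In SCC relative to dysplasia fibroblasts none of these 4 passed: S100a8 stood at 0.97 (adjusted p = 0.200, and 0.00626 without normal fibroblasts 3), Icam1 at 0.60 (adjusted p = 0.128), Mmp3 at 0.50 (adjusted p = 0.719) and Fos at -0.16 (adjusted p = 0.566). With the arrays aligned on spike-in controls Mmp3 passed in SCC relative to dysplasia epithelia (0.0223) and to normal fibroblasts (0.00669), and S100a8, Icam1 and Mmp3 in SCC relative to dysplasia fibroblasts (0.00840, 0.00640 and 0.0221).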

Clustering analysis showed that epithelial samples from the same group (normal, dysplasia and SCC) clustered together, while one fibroblasts sample from the dysplasia group clustered with the normal group (Fig. 1A).

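Epithelial samples lay nearest to their own stage for 8 of 9 arrays, by Pearson correlation over the 2000 probe sets of highest variance, each centred on its mean. The exception was SCC epithelia 3, which was most correlated with dysplasia epithelia 3 (r = 0.924 across probe sets, which are not independent replicates) and joined the 3 dysplasia samples at a distance of 0.0793 in the average linkage tree. In that tree the 3 SCC epithelia form no cluster of their own. SCC epithelia 1 joined at 0.258, after SCC epithelia 3 and all normal and dysplasia epithelia, with a mean r of 0.791 to dysplasia and 0.724 to its own stage, and SCC epithelia 2 joined last, at 0.598. SCC epithelia 2 stood apart, with r = 0.598 to its nearest sample, SCC epithelia 1, while normal epithelia 1 and 3 had r = 0.992. Of the fibroblast samples, 6 of 9 lay nearest to their own stage. Dysplasia fibroblasts 3 and SCC fibroblasts 3 were nearest to each other (r = 0.880) and joined at 0.120, and normal fibroblasts 1 and 2 joined that pair at 0.182, before dysplasia fibroblasts 1 and 2 at 0.225. Normal fibroblasts 3 was nearest to dysplasia fibroblasts 3 (r = 0.824) and joined at 0.200. Between the third samples and the mean of samples 1 and 2 of the same stage, the mean log2 signal of the 19 epithelial markers differed by -1.82 in normal, -0.70 in dysplasia and -0.90 in SCC fibroblasts. For the 40 genes of the extracellular matrix the same differences were 0.65, 0.93 and 0.63, and for the 19 macrophage markers they were -2.42, 2.00 and 1.72.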

To provide a functional context for the differentially expressed genes during carcinogenesis, GeneSpringGX software v11.0 (Agilent Technologies) was employed to construct biological association networks (BANs). 

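In SCC relative to normal epithelia, S100a9 had a log2 fold change of 6.77 (standard error 0.35, n = 3 against 3, adjusted p = 8.16e-05 from limma) and Cdkn2a one of 5.98 (standard error 0.20, adjusted p = 9.66e-06). Of 36 genes of the interferon response and MHC, 25 were higher and none was lower (25 when adjusted over the list alone), among them the guanylate-binding protein Gbp2 at 3.68 and Psmb8 at 3.47. Of 51 genes of the cell cycle, 39 were higher (42 when adjusted over the list alone), among them Mad2l1 at 1.81 and Pbk at 1.83. Of 40 genes of the extracellular matrix, 13 were higher (18 when adjusted over the list alone), among them the matricellular proteins periostin (Postn) at 6.10 (standard error 1.17) and tenascin C (Tnc) at 2.72 (standard error 0.22). The mean log2 signal of the list was 10.90 in SCC epithelia 2 and 7.36 in SCC epithelia 3, which lies below normal epithelia 2 at 7.48, as do its fibroblast markers (7.42 against 8.01). In the same samples 14 of 19 macrophage markers were higher (14 when adjusted over the list alone), among them Tyrobp at 4.13 and Aif1 at 4.58. Higher there were also 3 of 16 fibroblast markers (7 when adjusted over the list alone), among them Thy1 at 3.44 (standard error 0.76) beside Lum and vimentin (Vim). Lum and Vim lost their calls without normal epithelia 1 (adjusted p = 0.0916 and 0.0893) and 3 (0.0883 and 0.0857) and SCC epithelia 1 (0.0691 and 0.0666) and 2 (0.0778 and 0.0726). Of 10 genes of the basement membrane and hemidesmosome, 6 were higher (6 when adjusted over the list alone), among them the laminin chain Lamb3 at 1.37 and the integrin Itgb4 at 0.85. Of 29 genes of epithelial differentiation, 4 were higher, Krt1, Sprr1b, Sprr2d and Dsc2, and 12 lower (4 and 12 when adjusted over the list alone). Involucrin (Ivl), a protein of the cornified envelope, fell by 3.15 and the hair keratin-associated gene Krtap1-1, outside the lists, fell by 5.57 on the log2 scale. By camera the lists named here stood apart from other genes (adjusted p = 2.44e-07 for interferon, 2.48e-12 for the cell cycle, 1.43e-05 for the matrix, 1.49e-05 and 0.0106 for macrophage and fibroblast markers, 0.0126 for the basement membrane and 0.012 for differentiation), and the adjusted p was 0.84 or 0.85 with an estimated correlation. The calls of Postn, Thy1, Lum, Vim and Lamb3 were lost with the methods' t-test. Over all probe sets, 9267 passed, 3898 higher and 5369 lower. The higher share was 42.1% as deposited and 63.3% with the arrays aligned on spike-in controls, a shift of the median by 0.13.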

In epithelia from the normal to SCC groups, 192 network eligible genes and 387 interactions were involved in BANs (Fig. 1B). 

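In SCC relative to normal fibroblasts, the serum amyloid gene Saa3 had a log2 fold change of 6.76 (standard error 0.58, n = 3 against 3, adjusted p = 0.000537 from limma) and Rbp2 one of 5.76 (standard error 0.31, adjusted p = 7.83e-05). Of 14 neutrophil markers, 10 were higher (10 when adjusted over the list alone), among them the receptor of G-CSF Csf3r at 3.98 (standard error 0.31), the chemokine receptor Cxcr2 at 3.11 (standard error 0.29) and lipocalin 2 (Lcn2) at 5.21 (standard error 0.71). Csf3, which encodes G-CSF, was higher by 4.73 (standard error 0.75, adjusted p = 0.00733). Of 16 markers of T and NK cells, 4 were higher (5 when adjusted over the list alone): Cd3e at 1.36 (standard error 0.12), Cd3g, Cd2 and Lck. Of 51 genes of the cell cycle, 7 were higher (4 when adjusted over the list alone), among them the mitotic kinase Aurka at 1.85 (standard error 0.22). Genes of the extracellular matrix were lower for 5 of 40 (2 when adjusted over the list alone), with a median of -0.63: Col14a1, Col6a1, Eln, Fbln2 and Fn1. Fibroblast markers were lower for 3 of 16, Col6a1, Dpt and Mfap5 (5 when adjusted over the list alone), with a median of -0.79. The matrix example Col14a1, a collagen of fibrils, stood at -1.80 (adjusted p = 0.0166, and 0.0509, 0.0697 and 0.0701 without normal fibroblasts 1, SCC fibroblasts 1 and SCC fibroblasts 2). Without normal fibroblasts 1 and 3 and SCC fibroblasts 1 and 2 the calls of Col6a1 (adjusted p = 0.0995, 0.112, 0.142 and 0.171), Dpt (0.0951, 0.0683, 0.127 and 0.130), Mfap5 (0.0695, 0.0683, 0.0952 and 0.118) and Fbln2 (0.0651, 0.0564, 0.0755 and 0.0989) were lost. The first 3 were lost also without normal fibroblasts 2 (0.0831, 0.0850 and 0.0630), and Col6a1 and Dpt without dysplasia fibroblasts 1 (0.0649 and 0.0527) and 2 (0.0602 and 0.0511). By camera, neutrophil markers (adjusted p = 1.36e-06), the cell cycle (8.68e-06) and T and NK cells (0.0120) stood above other genes, and fibroblast markers (3.18e-05) and the matrix (8.10e-05) below them. With an estimated correlation the adjusted p was 0.084, 0.85, 0.84, 0.84 and 0.85. Over all probe sets, 4733 passed, 2427 higher and 2306 lower, and 7405 with the replicate number as a block (paired), 3496 higher and 3909 lower. The unblocked count was 1861 and 1565 without normal fibroblasts 1 and 2 and 936 and 995 without SCC fibroblasts 1 and 2, and the calls of Csf3, Lcn2, Col14a1, Col6a1, Dpt, Mfap5 and Fbln2 were lost with the methods' t-test. With the arrays aligned on spike-in controls the calls of Col6a1, Dpt, Mfap5 and Fbln2 were lost (adjusted p = 0.284, 0.546, 0.658 and 0.184). This alignment shifts the median change by 0.71, more than the fall of the matrix list, and moves the higher share of the called probe sets from 51.3% to 98.5%. The 3' minus 5' signal of beta-actin, a measure of RNA degradation, was 1.74 ± 0.26 in normal and 1.20 ± 0.06 in SCC fibroblasts (log2, SD, n = 3 each).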

In fibroblasts 138 network eligible genes and 235 interactions were detected (Fig. 1C). The BANs construction identified several highly interconnected nodes, such as IL-1β and cyclooxygenase-2 (COX2). 

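Il1b, which encodes IL-1β, had a mean log2 signal of 5.49 ± 0.21 in normal, 7.53 ± 1.46 in dysplasia and 10.09 ± 0.74 in SCC epithelia (SD, n = 3 each). From normal to SCC this was a log2 fold change of 4.61 (standard error 0.64, adjusted p = 0.0014 from limma), while normal to dysplasia gave 2.04 (adjusted p = 0.0639, and 0.0341 without dysplasia epithelia 2 and 0.0256 with the spike-in alignment) and dysplasia to SCC 2.56 (adjusted p = 0.171). In fibroblasts, Il1b stood at 11.94 ± 0.62, 12.73 ± 0.09 and 13.63 ± 0.04 (SD, n = 3 each), and was 3.25-fold higher in SCC than in normal samples (standard error 0.26 on the log2 scale, adjusted p = 0.00696, and 0.0889 with the methods' t-test). Its change from dysplasia to SCC fibroblasts was 0.91 (adjusted p = 0.131, and 0.00574 without normal fibroblasts 3, 0.000736 with the spike-in alignment and 0.0367 with the methods' t-test). Ptgs2, which encodes COX2, the inducible enzyme of prostaglandin synthesis, rose from normal to SCC epithelia by 3.62 (standard error 0.43, adjusted p = 0.000671) and to dysplasia epithelia by 2.15 (standard error 0.43, adjusted p = 0.0141, and 0.0598 without dysplasia epithelia 3). In fibroblasts Ptgs2 changed by -0.34 from normal to dysplasia (adjusted p = 0.575) and by 1.76 from dysplasia to SCC (adjusted p = 0.0299). The stability of the latter call is not given here. Ptgs2 was higher in SCC than in normal fibroblasts by 1.42 (standard error 0.32, adjusted p = 0.0222), a call lost without normal fibroblasts 1 and 2 and SCC fibroblasts 1 and 2 (adjusted p = 0.0679, 0.0735, 0.0824 and 0.0690). With the methods' t-test Ptgs2 lost this call and the one from normal to dysplasia epithelia. Of 21 genes of the IL-1 family and inflammasome, 6 were higher and none was lower in SCC fibroblasts (7 higher when adjusted over the list alone), and the list stood above other genes by camera (adjusted p = 0.00259, and adjusted p = 0.29 with an estimated correlation). Among them were the receptor antagonist Il1rn at 4.98 (standard error 0.39), Il1a at 4.01 (standard error 0.41) and the decoy receptor Il1r2 at 3.39 (standard error 0.29). In dysplasia relative to normal epithelia 0 of the 21 were higher and 6 lower (1 and 8 when adjusted over the list alone). The list median there was -0.11, with no call by camera (adjusted p = 0.116). In SCC epithelia 4 of the 21 were higher, Il1b, Il1r1, Il1rl1 and Casp1, and 4 lower (6 and 8 when adjusted over the list alone). The lower ones were the inflammasome adaptor Pycard at -2.18, Il36b at -1.41, Il36rn and Irak2. The call of Il1r1 was lost without normal epithelia 1, 2 and 3 (adjusted p = 0.0717, 0.106 and 0.0625) and dysplasia epithelia 3 (0.0516), with the replicate block (0.0538) and with the methods' t-test (0.187). The other probe sets of Il1r1 stood at -0.19 and 0.14 in SCC epithelia and did not pass (adjusted p = 0.422 and 0.368). That list had a median of -0.23, a mean of 0.23 and no call by camera (adjusted p = 0.72). Of 17 genes of the prostanoid pathway, 5 were higher and 3 lower in SCC epithelia (5 and 3 when adjusted over the list alone). Ptgs1, Ptgs2, Ptges, Ptges2 and Hpgds were higher there, and Ptger3, Ptgds and the prostaglandin-degrading enzyme Hpgd, at -0.76, lower. In SCC fibroblasts 3 were higher, Ptgs2, Ptges2 and Ptger2, and 2 lower, Ptger3 and Ptgis (3 and 2 when adjusted over the list alone). The calls of Ptger3 and Ptgis in fibroblasts were lost without SCC fibroblasts 1 (0.0655 and 0.0879) and 2 (0.0761 and 0.0818), that of Ptgis without normal fibroblasts 1 and 2 (0.0640 and 0.0575), and both with the methods' t-test (0.0746 and 0.120), as was that of Ptger3 in epithelia (0.0801). Ptger3 in fibroblasts also lost its call with the spike-in alignment (0.127). The prostaglandin receptor Ptger2 stood at 2.11 there (standard error 0.21).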

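Of the genes the paper links to IL-1β, Ccl2, a chemokine for monocytes, was higher in SCC than in normal epithelia by 5.81 on the log2 scale (standard error 0.34, n = 3 against 3, adjusted p = 8.77e-05 from limma). Mmp13 was higher by 5.27 (standard error 0.30, adjusted p = 8.16e-05) and Cxcl2, a chemokine for neutrophils, by 5.20 (standard error 0.69, adjusted p = 0.00116). Mmp9 was higher by 2.92 (standard error 0.25, adjusted p = 0.000191) and Tgfb3 by 1.68 (standard error 0.18, adjusted p = 0.000435). Tgfb1 stood at 0.62 (standard error 0.17, adjusted p = 0.0259), a call lost without normal epithelia 1, 2 or 3 (adjusted p = 0.0641, 0.0689 and 0.0671) or with the methods' t-test. The probe sets of Tgfb2 went opposite ways, at 1.18 (adjusted p = 0.0398) and -2.04 (adjusted p = 0.000499). The first lost its call without normal epithelia 1, 2 and 3 (0.103, 0.0561 and 0.110), without dysplasia epithelia 1, 2 and 3 (0.0515, 0.0548 and 0.0587) and with the methods' t-test. In SCC relative to normal fibroblasts, Mmp13 stood at 4.26 (standard error 1.19, adjusted p = 0.0435), and the call was lost without normal fibroblasts 1, 2 and 3 (adjusted p = 0.0866, 0.118 and 0.0780), dysplasia fibroblasts 1 (0.0526) and SCC fibroblasts 1, 2 and 3 (0.103, 0.0972 and 0.0824). Cxcl2 there stood at 0.91 (standard error 0.27, adjusted p = 0.0494), and lost its call without normal fibroblasts 2 (0.0735), dysplasia fibroblasts 1, 2 and 3 (0.0726, 0.0728 and 0.0547) and SCC fibroblasts 1, 2 and 3 (0.140, 0.148 and 0.0636). Mmp13 and Cxcl2 there also lost their calls with the methods' t-test. Mmp9 at 2.14 (standard error 0.89, adjusted p = 0.129, and 0.0246 without dysplasia fibroblasts 3 and 0.00367 with the spike-in alignment), Tgfb1 at 0.23 (adjusted p = 0.498, and 0.0341 with that alignment) and Ccl2 at -0.01 (adjusted p = 0.988) did not pass in fibroblasts. Nor did Tgfb2 at -0.82 (adjusted p = 0.111, and 0.0276 without SCC fibroblasts 3 and 0.0254 with the replicate block) and Tgfb3 at -0.70 (adjusted p = 0.105, and 0.0430 without SCC fibroblasts 3 and 0.0468 without dysplasia fibroblasts 3). Of the 28 genes the study names, 16 were higher and 4 lower in SCC epithelia (18 and 5 when adjusted over the list alone), and 12 were higher and 1 lower in SCC fibroblasts (13 and 1 when adjusted over the list alone). The lower ones were Anxa9, Dbp, Gsdma and Hmox1 in epithelia and Dbp in fibroblasts. The study chose part of these genes on the same samples and others on its other arrays, so the counts are not wholly independent evidence. Of 27 chemokines, 16 were higher in SCC epithelia (17 when adjusted over the list alone; camera adjusted p = 1.64e-05, and adjusted p = 0.80 with an estimated correlation). Of 27 matrix proteases and inhibitors, 12 were higher there (13 when adjusted over the list alone; camera adjusted p = 0.00307, and adjusted p = 0.85 with an estimated correlation), among them the macrophage elastase Mmp12 at 3.49. The mean log2 signal in SCC epithelia 1, 2 and 3 was 8.32, 8.66 and 7.55 for the chemokines and 7.99, 8.57 and 7.20 for the proteases. The list medians of macrophage and of fibroblast markers rose by 2.17 each in the same comparison. Of 25 genes of the TGF-beta pathway, 11 were higher and 3 lower, Bmp4, Smad6 and Smad7, in SCC epithelia (11 and 4 when adjusted over the list alone), among them Inhbb at 2.73, with no call by camera (adjusted p = 0.17). Bmp4 lost its call without normal epithelia 1 and 2 (0.0509 and 0.101), without SCC epithelia 1 and 3 (0.0879 and 0.0863) and with the methods' t-test (0.176). Smad7 lost its call with that test (0.0547) and the spike-in alignment (0.0524). The paper concludes that IL-1β is a node gene of the tumor microenvironment during carcinogenesis. It draws on the network built on the expression changes in both cell types and on immunohistochemistry of rat and human samples.

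**Figure D2:**
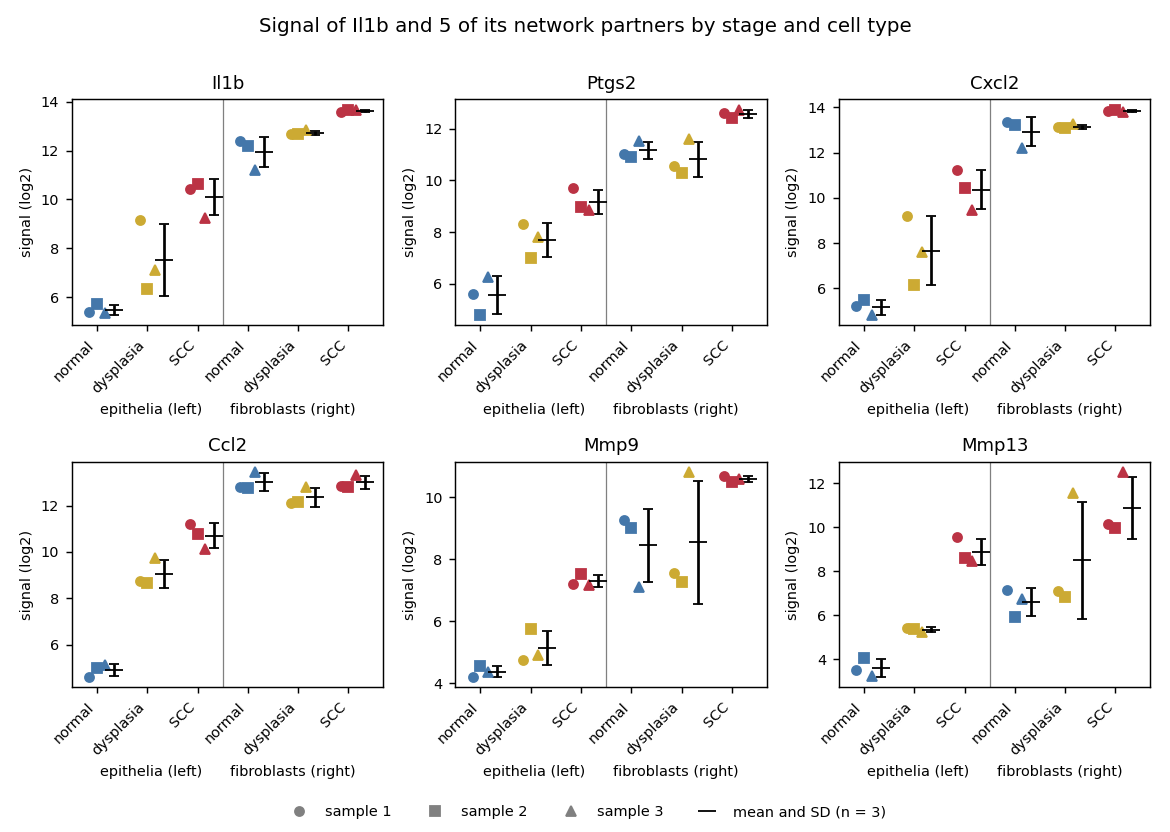
Log2 signal of Il1b, Ptgs2, Cxcl2, Ccl2, Mmp9 and Mmp13 in each of the 18 samples, grouped by stage and cell type. Each point is 1 sample. Il1b lies between 9.25 and 10.61 in SCC epithelia and between 5.35 and 5.73 in normal epithelia, and above 11 in every fibroblast sample.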

Interestingly, IL-1β was one of the mostly highly interconnected nodes in both the epithelial and fibroblast networks, and it interconnected with a subnetwork that included TGFβ, COX2, CXCL2, MMP9, MMP13, and CCL2.

To detect IL-1β expression during carcinogenesis in the rat oral mucosa, immunohistochemical staining was employed. The number of IL-1β-positive cells gradually increased in accordance with malignant transformation in the oral epithelia. The frequency of IL-1β-positive cells in normal (36.8% ± 6.1%) and dysplasia (80.4% ± 6.3%) samples was significantly lower than that in SCC samples (96.5% ± 3.1%) (*P* < 0.05) (Fig. 1D).

To test whether the IL-1β expression pattern in humans is similar to that in 4NQO-induced carcinogenesis, oral mucosa samples from healthy, leukoplakia, and SCC subjects were collected for immunohistochemical analysis. As shown in Fig. 1E, in normal oral mucosa, only weak IL-1β staining was detected (the frequency of IL-1β positive cells was 28.8% ± 9.1%). In the leukoplakia sample, IL-1β staining was modestly higher (the frequency of IL-1β-positive cells was 78.4% ± 7.3%). However, staining of IL-1β was particularly prominent in the abundant epithelial cytoplasm in SCC samples (the frequency of positive cells was 91.5% ± 2.9%), where it was significantly higher than in normal and leukoplakia samples (*P* < 0.05). In sum, the IL-1β expression pattern was closely associated with malignant transformation and was one of the key node genes in the microenvironment during carcinogenesis.

### Silencing IL-1β inhibits oral squamous cell carcinoma cell growth *in vitro* and *in vivo*

To determine the role of IL-1β in regulating the growth of oral squamous cell carcinoma cells, lentivirus-mediated IL-1β shRNAs (LV-shIL-1β) and scramble shRNAs (LV-shNC) were transfected into Cal27 cells. IL-1β expression in LV-shIL-1β Cal27 cells was significantly decreased compared with that in control cells with LV-shNC (Fig. 2A). After LV-shIL-1β transfection, the growth of Cal27 cells after 48 h was inhibited compared with the growth of cells transfected with LV-shNC (*P* < 0.05) (Fig. 2B).

The effect of IL-1β shRNAs on tumor growth *in vivo* was evaluated using cancer xenograft volume changes. The tumor volume of each group was scored every 4 days, and the data are presented as mean values ± SD. LV-shIL-1β significantly inhibited tumor growth after day 8. Tumors from mice with LV- shIL-1β were significantly smaller in volume and weight than those in mice with LV-shNC (*P* < 0.05) (Fig. 2C,D,E).

To explore the variations in key node genes expression after LV-shIL-1β transfection, Cal27 cells transfected with LV-shIL-1β or LV-shNC were collected for microarray analysis. Compared with the LV-shNC group, 245 probe sets were found to be differentially expressed (>1.5 fold changed, *P* < 0.05) in the LV-shIL-1β group (140 up-regulated and 105 down-regulated) (GSE70301). These observations were confirmed by RT-PCR (Supplementary Table 1, Supplementary Fig. 2). Samples from the same experimental group clustered together, and the gene expression pattern was different after LV-shIL-1β transfection (Fig. 2F). The differentially expressed genes are involved in many Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways associated with cancer such as the cytokine-cytokine receptor interaction, the MAPK signaling pathway and the Jak-STAT signaling pathway.

To obtain additional details about the kinetics and interactions among these differentially expressed genes, a multicenter interaction network was constructed. Of the 245 differentially expressed genes, the products of 151 genes formed a complex multicenter interaction network after STRING screening. After screening with Cytoscape, 125 central nodes (94 upregulated, 31 downregulated) were selected from the network (Fig. 2G). In this network some node genes that have been identified *in vivo* in the 4NQO rat model, such as TGFβ, were also identified as downstream genes of IL-1β. IL-1β may associate with these genes to generate a programmed, tumor favorable microenvironment during oral carcinogenesis.

### Targeting IL-1 by IL-1Ra interrupts oral carcinogenesis by modulation the TME

After confirming the significant role of IL-1β in oral carcinogenesis both *in vitro* and *in vivo*, we wondered whether targeting IL-1 in the TME could inhibit malignant transformation. IL-1 receptor antagonists are some of the most commonly used therapeutic agents to target IL-1 by blocking IL-1 receptor I, which was expressed on oral mucosa (Supplementary Fig. 3 and Supplementary Fig. 4). First, we confirmed the effect of IL-1Ra *in vitro*. IL-1Ra significantly inhibited Cal27 cell growth after 48 h (Fig. 3A). Second, IL-1Ra was injected submucosally into the tongue during 4NQO-induced carcinogenesis to hinder malignant transformation (Fig. 3B). After IL-1Ra intervention, the malignant transformation process was interrupted. A histological comparison between the 4NQO and IL-1Ra intervention groups showed that the mean scores of the anterior (2.40 ± 0.63 vs 1.75 ± 0.97) and middle (4.73 ± 2.71 vs 2.86 ± 1.43) thirds of the rat tongue were significantly lower in the IL-1Ra intervention group (*P* < 0.05) (Fig. 3C). Thus, local injection of IL-1Ra can to some extent interrupt malignant transformation in the oral mucosa.

To explore the involvement of IL-1Ra intervention in modulating the microenvironment in oral carcinogenesis in more detail, nine rat tongue tissues (three samples per group) were randomly selected for microarray analysis. After IL-1Ra intervention, 290 differentially expressed genes were identified comparing with 4NQO group and 212 differentially expressed genes were identified compared with the normal group (GSE42855). These observations were confirmed by RT-PCR (Supplementary Table 1, Supplementary Fig. 5). To explore the differences in mRNA abundance among the normal, 4NQO and IL-1Ra intervention groups, hierarchical clustering was performed on the microarray data. The results showed that samples from the same experimental group clustered together; after IL-1Ra administration, the gene expression pattern was more similar to that of the normal group, indicating that the microenvironment was changed after IL-1Ra injection (Fig. 3D). The dynamic expression patterns of these genes may reveal details about the inhibition by IL-1Ra during malignant transformation. Therefore, the genes were classified according to their expression patterns during carcinogenesis. As the Venn diagram Fig. 3E shows, 431 genes that were differentially expressed in the 4NQO group but that were not differentially expressed during IL-1Ra intervention are of interest. The modulation of these genes may be the driving force behind IL-1Ra induced modulation of the TME interrupting malignant transformation. To facilitate a biological interpretation for these genes, we performed KEGG analysis. Notably, these genes were involved in many KEGG pathways that are associated with cancer, such as endometrial cancer, prostate cancer, colorectal cancer, non-small cell lung cancer, and the mTOR signaling pathway. Furthermore, to obtain additional details about the kinetics and interactions among these genes, BANs were constructed (Fig. 3F). Interestingly, the oncogene Myc and the inflammation-associated gene COX2 were the most highly interconnected nodes that were up-regulated in 4NQO samples but downregulated significantly after IL-1Ra injection. These results imply that IL-1Ra local injection can regulate the expression of key node genes in the TME, thereby leading to the interruption of malignant transformation in the oral mucosa.

## Discussion

It is now well recognized that the TME has played a significant role in cancer progression, enabling primary, invasive, and then metastatic growth^3^,^4^,^5^. The TME refers to the dynamic cellular and extra-cellular components that surround tumor cells at each stage of carcinogenesis; it consist of a complex network of fibroblasts, endothelial cells, blood vessels and immune cells, along with secreted factors such as cytokines, growth factors and numerous extracellular matrix (ECM) components^9^,^10^.

Oral carcinogenesis is a complex and multifaceted process, and the acquisition of malignant features occurs within a favorable TME, in which the behavioral changes of epithelia and fibroblasts typically involve a broad range of dynamic variations. The 4NQO rat cancer model is one of the most extensively studied animal systems for its close similarity to human malignant transformation at the histological and molecular levels^7^. To obtain additional details about the gene interactions and to explore key node genes in the TME during oral carcinogenesis, BANs were constructed by compared samples from the normal to SCC stages. One of the most exciting findings in this study is that, by using-high throughput bioinformatics analysis and visualized network construction, IL-1β was identified as one of the mostly highly interconnected nodes in both epithelial and fibroblast networks. These networks are interconnected with a subnetwork of genes that are associated with cancer progression, such as COX2, TGFβ, CCL2, CXCL2, MMP9, and MMP13. Similar bioinformatics research strategies have been applied to cervical cancer to successfully explore the key node genes that initiate carcinogenesis^11^.

IL-1β, a typical cancer-inflammation linked cytokine, is reportedly up-regulated in several types of tumors, including breast, colon, lung and esophageal cancers, and it was also shown to be increased in saliva and tissue from oral squamous cell carcinoma (OSCC) patients^8^,^12^,^13^,^14^,^15^,^16^,^17^,^18^. In our 4NQO rat model and in human oral samples, the expression patterns of IL-1β were found to be closely associated with malignant transformation. Together with our high-throughput results, we concluded that IL-1β is one of the key node genes behind the generation of a pro-tumorigenic microenvironment that drives oral carcinogenesis. To further validate our hypothesis, we confirmed the effect of IL-1β on HNSCC cells *in vitro*. Our results demonstrated that IL-1β knockdown significantly inhibited OSCC cell growth *in vitro* and *in vivo* and activated downstream genes, such as TGFβ, that were also identified in the 4NQO rat model.

It is widely accepted that the TME should be viewed as a vital and active component of cancer progression. The TME can determine the fate of dysfunctional epithelial cells, inducing them to continue to grow, to become normal, or even to be removed^2^. Therefore, strategies aimed at interfering with the cross-talk between tumor cells and their cellular partners in the TME have been considered as potential novel therapies. The greatest advantage of this TME targeting strategy is that non-tumor cells that are relatively genetically stable has the least chance to develop drug resistance^6^. Our results establish an essential role of IL-1β in the TME during oral carcinogenesis. Considering the easy accessibility of oral lesions, the dysplasia stage provides an excellent opportunity to interrupt carcinogenesis. We attempted to confirm whether targeting IL-1β in the TME would effectively prevent oral carcinogenesis. Because cancer chemopreventive agents are mostly intended for high-risk populations, such as oral leukoplakia patients, it is mandatory that these agents have no or minimal side effects. Thus, the commercially available IL-1 receptor antagonist Anakinra, which has been used in the clinic, was employed in our intervention experiment. The IL-1 receptor is expressed in nearly all tissues, and IL-1Ra is an endogenous receptor antagonist that binds to the IL-1 receptor and prevents the binding of IL-1β and IL-1α^8^. In this study, IL-1Ra was injected into the oral submucosa during 4NQO induced oral carcinogenesis in the rat model. Not surprisingly, our results demonstrated that IL-1Ra could attenuate the severity of histopathologic changes in the rat tongue by regulating the expression of key genes to reprogram the TME.

To our knowledge, this is the first study of a TME targeting strategy to this oral carcinogenesis model, and our observations raise several clinical expectations. First, although the effects of IL-1Ra in inhibiting tumor progression have been reported, those conclusions were drawn from data that were collected from *in vitro* or cancer xenograft *in vivo* studies^19^,^20^,^21^,^22^,^23^,^24^,^25^. In the present study, the effect of IL-1Ra was investigated in a carcinogen induced animal model in which malignant transformation is identical to clinical manifestation. We believe that the dynamic variation in all of the carcinogenesis stages of this animal model will provide additional details with clinical implications. Second, the IL-1Ra agent Anakinra, which has been proved useful for rheumatoid arthritis management, has recently been repositioned as an anticancer drug in myeloma and for treatment of Castleman’s disease^26^,^27^. Repositioning IL-1Ra as a cancer preventative or therapeutic agent in OSCC has great advantages in terms of lower drug development costs and risks; more importantly; it can dramatically reduce the time for approval, directly accelerating its application in the clinic to benefit patients. Finally, the administration of IL-1Ra in this study was by direct injection into the tongue submucosa of oral lesions rather than conventional subcutaneous injection. This submucosal injection aimed to simulate the routine treatment procedure adopted in the clinic for the easy recognition and accessibility of oral premalignant and malignant lesions. Moreover, this application has the simultaneous advantages of a maximum concentration of IL-1Ra in oral tissue and minimum side effects to other systems.

From our results, it is presumed that, under the stimulus of a carcinogen, IL-1β is upregulated in both epithelial and stromal compartments, such as fibroblasts. Paracrine signals from IL-1β activate gene expression pathways in neighboring cells and vice versa, ultimately setting up a cycle of reinforcement and generating a tumor favorable microenvironment for oral carcinogenesis (Fig. 4). Therefore, targeting IL-1β in the TME with IL-1Ra provides a promising chemoprevention strategy to interrupt oral malignant transformation. Although more validation studies must be performed before the application of oral IL-1Ra injection in the clinic, we believe that this novel IL-1Ra medication strategy targeting the TME has practical and translational usefulness in OSCC prevention, and provides a basis for further investigation.

## Materials and Methods

### 4NQO- induced rat oral carcinogenesis model

The 4NQO-induced rat oral carcinogenesis model was established as described previously^28^. Male Sprague-Dawley (SD) rats were divided into two groups. In the experimental group, rats were fed daily with 0.002% 4NQO (Sigma-Aldrich, Saint Louis, MO, USA) solution in their drinking water. At week 14 to week 22, the experimental rats were sacrificed, as visible lesions of tongue dysplasia or SCC had developed, respectively. Rats in the normal control group were fed with distilled water only. The tongues were dissected, and a longitudinal mid-lingual incision was made. Half of the specimens were fixed in 10% buffered formalin, embedded in paraffin and cut into 4-mm sections for hematoxylin and eosin (HE) staining to confirm the pathological diagnosis. The other halves of the specimens were collected for the experiment describe below.

All of the animal procedures were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Sun Yat-sen University.

### Oral epithelia cells and submucosal fibroblasts collection

After subcutaneous tissue and blood were removed, the normal control, dysplasia and SCC lesions were digested in dispase II (1.8 U/mL from Roche, Lewes, UK) at 4 °C overnight. The epithelial layer was enzymatically and mechanically separated from the underlying connective tissue. Next, the epithelial layer was rinsed twice in PBS and stored at −80 °C for subsequent experiments. The underlying connective tissue was cut into small pieces for collagenase digestion (0.1% collagenase type IV, Sigma) at 37 °C for 30 min. After washing twice with PBS, the suspension was finally plated on 6-cm tissue culture dishes in 5 ml of DMEM supplemented with 20% fetal bovine serum. After culturing for 25 min at 37 °C, nonadherent cells were removed to obtain pure fibroblasts. The adherent fibroblasts were immediately collected for subsequent experiments^29^. The purity of the epithelial cells and fibroblasts was confirmed (Supplementary Fig. 6).

### Human tissue sample collection

Sections of paraffin-embedded tissue from routine diagnostic biopsies and operations were used. Specimens were obtained from the oral mucosa of 22 subjects: SCC (n = 7), leukoplasia (n = 5), and healthy control (n = 10). The diagnosis was based on clinical appearance and histology. The study was conducted in accordance with the Declaration of Helsinki. Every subject provided written consent to participate after being informed about the aim and protocol of the research. The study design was approved by the Medical Research Ethical Committees of Guanghua School of Stomatology, Sun Yat-sen University.

### Immunohistochemistry

Immunohistochemical staining was performed according to the manufacturer’s instructions. Briefly, the sections of rat tongue were incubated with a rabbit anti-rat IL-1β polyclonal antibody (1:100, PAB10321; Abnova, CA, USA) and sections of human tissue were incubated with a rabbit anti-human IL-1β polyclonal antibody (1:100, ab2105; Abcam, MA, USA) at 48 °C overnight. Cell and Tissue Staining Kits (R&D Systems, MN, USA) were used to locate and visualize the antigen–antibody complex with diaminobenzidine. Tissue sections were counterstained with Mayer’s hematoxylin. For evaluation of the slides, 100 tumor or epithelial cells were counted per high-power field (original magnification, 200×)^30^. The percentage of positive cells was recorded.

### Cell lines and cell culture

The human tongue SCC cell line Cal27 (American Type Culture Collection, Rockville, MD) was maintained in DMEM high-glucose culture medium (GIBCO, Grand Island, NY, USA) with 10% fetal bovine serum (FBS; GIBCO) at 37 °C in a humidified atmosphere containing 5% CO_2_.

### Establishment of knockdown cell lines

Mission shRNA plasmids for human IL-1β were used with a lentiviral packaging mixture (Forevergen Biosciences, Guangzhou, China). The sequences were shIL-1β as follows: shIL-1β forward, 5′-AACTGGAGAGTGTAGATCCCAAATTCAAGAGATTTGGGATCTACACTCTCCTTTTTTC-3′; reverse, 3′-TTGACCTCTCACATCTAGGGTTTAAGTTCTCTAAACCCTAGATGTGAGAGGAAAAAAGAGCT-5′; scrambled shRNA forward, 5′-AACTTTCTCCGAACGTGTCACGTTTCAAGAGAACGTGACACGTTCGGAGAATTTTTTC-3′; reverse, 5′-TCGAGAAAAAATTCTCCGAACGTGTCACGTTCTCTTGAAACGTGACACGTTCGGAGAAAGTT-3′. Lentiviral-mediated transfection of shRNAs was performed according to the manufacturer’s instructions. Briefly, 293 T cells were co-transfected with the lentiviral vector and packaging vector and the supernatant was collected after 48 and 72 h. After centrifugation for 15 min at 5000 × g, the lentiviruses were recovered and resuspended in PBS before performing the infection with 6 μg/ml of polybrene. Stable cells with IL-1β knockdown were selected following transduction with 2 μg/ml puromycin for 2 weeks. The transfection efficiency of IL-1β knockdown was examined by western blot analysis.

### Protein isolation and western blotting

The details of the protein isolation and western blot analysis have been described in a previous study^31^. A specific anti-human IL-1β antibody (1:1000), an anti-human β-actin antibody (1:1000) from Cell Signaling Technology (Danvers, MA, USA) and horseradish peroxidase conjugated goat secondary antibodies (Beyotime Institute of Biotechnology, Haimen, Jiangshu China) were used in this study.

### Cell viability assay

Cell viability was determined by using an MTT assay (Roche Diagnosis) in 96-well plates (4,000 cells/well) by following the instructions of the manufacturer. Each experiment was performed in triplicate and repeated three times.

### *In vivo* tumor xenograft model in nude mice

Fourteen BALB/c-nude mice, 5–6 weeks old and 20 g in weight, provided by Guangdong Medical Laboratory Animal Center (Guangzhou, China) were maintained in accredited animal facilities at the Animal Laboratory, Zhongshan Ophthalmic Center, Sun Yat-sen University (Guangzhou, China). For the tumorigenic assay, all 14 mice (7 mice/group) underwent subcutaneous injection of 100 μl (3.5 × 10^6^) of viable cell suspension with LV-shIL-1β or LV-shNC in the dorsal scapula region. The size of the tumors was measured by a researcher blind to the identity of the animals every 4days with calipers, and the tumor volume was determined using the simplified formula of a rotational ellipsoid (L × W^2^/2), where L is the largest dimension and W is the perpendicular diameter. Upon termination of the experiment, the mice were sacrificed, and individual tumors were weighed and collected for further analysis.

### IL-1 Ra intervention in the 4NQO- induced rat oral carcinogenesis model

Rats were exposed to 4NQO for 14 weeks and then randomly distributed into 4NQO and IL-1Ra intervention group. After intraperitoneally anesthesization with chloral hydrate, the IL-1Ra intervention group (n = 30) received a tongue submucosal injection of 100 μl of rat recombinant IL-1Ra (R&D Systems, Minneapolis, MN, USA) at a concentration of 3.5 μg/ml in the middle-third of the tongue, while the 4NQO group (n = 15) received an equal volume of the diluent (sterile saline) weekly from week 14 to week 22. The rats in the control group (n = 5) were fed with distilled water only from 0 to 22 weeks. At the end of week 22, the rats were sacrificed and tongues were dissected and a longitudinal mid-lingual incision was made. One half of each tissues sample was prepared for histological study as described previously, while the other half was stored at −80 °C for subsequent experiments. The study was approved by the Animal Use and Care Committees of Guanghua School of Stomatology, Sun Yat-sen University.

### Histopathologic assessment of rat tongue samples

In this study, we followed a procedure that was similar to that in a previous study. The distance between the tip of the tongue to its most posterior aspect was divided into three equal parts, which were designated the ‘anterior’, ‘middle’ and ‘posterior’ thirds. The histopathological changes were classified for each third on an 8-point scale to score changes ranging from normal-looking epithelia (a score of 0), to invasive carcinoma (a score of 7)^30^. The results were expressed as the mean score of the histopathological changes for each ‘third’ for the 4NQO and IL-1Ra intervention groups.

### RNA isolation and purification

The total RNA from oral epithelia, fibroblasts and tongue tissue was extracted with Trizol reagent (Invitrogen, Gaithersburg, MD, USA) and further purified using the Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The RNA quality was assessed by formaldehyde agarose gel electrophoresis and was quantitated spectrophotometrically.

### Microarray experiments

The gene expression profile was examined by microarray (Affymetrix Gene Chip Rat Genome 230 2.0 Array, Human Genome U133 Plus 2.0 Array) at Capitalbiochip Corporation (Beijing, China), where the gene chip microarray service is certified by Affymetrix. The protocol for microarray processing was conducted according to the GeneChip Expression Analysis Technical Manual (Affymetrix, 701021, Rev.5). The hybridized microarrays were then scanned using the GeneChip Scanner 3000 and converted into TIFF images in preparation for analysis.

### Data processing and analysis

The microarray data were processed and analyzed as described previously^31^. A differentially expressed gene was defined as a variation in gene expression no less than 2-fold or 1.5-fold with a detection *P* value of less than 0.05. The gene expression data discussed in this publication have been deposited in Gene Expression Omnibus. The bioinformatics analysis including hierarchical clustering, biological process Gene Ontology (GO) analysis, and KEGG pathway analysis were conducted as described previously.

### Biological association network analysis

BANs analysis was conducted using GeneSpring GX software v11.0 (Agilent Technologies, Santa Clara, CA, USA). This software package generates interaction networks, starting with a differentially expressed gene list, by the information present in a database of known molecular interactions. Details of this network construction have been described in a previous study^31^.

### Delineation of the interaction network of differentially expressed genes

Details of the network construction are described in a previous study^32^. Differentially expressed genes were input into Bioinformatics Database STRING (http://string-db.org) to construct the interactions network of proteins encoded by these genes. Subsequently, the network data were input into Cytoscape 2.6.2. The central nodes were exposed and marked and the network was visualized.

### Statistical analysis

Data collection and statistical analysis were performed using SPSS 13.0 statistical software (SPSS Inc, Chicago, IL, USA). All of the data are presented as the mean ± standard deviation (SD) of triplicate determinations. Data were analyzed using Student’s t test and ANOVA when appropriate. A *P* value less than 0.05 was considered to be statistically significant. Each experiment was repeated three times, with similar results.

## Additional Information

**How to cite this article**: Wu, T. *et al.* Modulation of IL-1β reprogrammes the tumor microenvironment to interrupt oral carcinogenesis. *Sci. Rep.* **6**, 20208; doi: 10.1038/srep20208 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
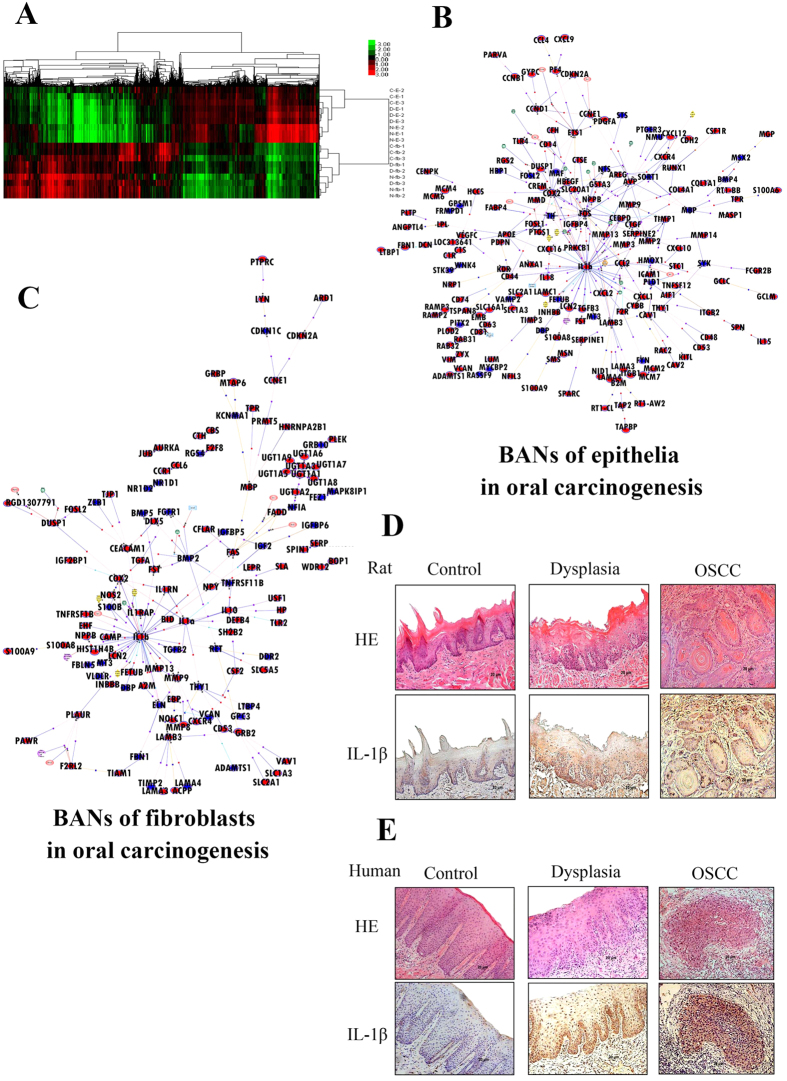
IL-1β acts as a key node gene in the microenvironment during oral carcinogenesis. (**A**) Epithelia and fibroblasts from the sequential stages of neoplasia including the normal, dysplasia and squamous cell carcinoma (SCC) stages (three rat epithelia/fibroblasts per sample, and three samples per group) were collected for microarray and hierarchical clustering analysis (N-E-1,2,3 from normal, D-E-1,2,3 from dysplasia and C-E-1,2,3 from carcinoma epithelia; N-fb-1,2,3 from normal, D-fb-1,2,3 from dysplasia and C-fb-1,2,3 from carcinoma fibroblasts). (**B,C**) Biological associated networks (BANs) were constructed by GeneSpringGX software according to the microarray data of epithelia (**B**) and fibroblast (**C**) from normal to SCC. Upregulated node genes are marked in red and downregulated node genes are marked in blue. (**D,E**) Representative images of IL-1β immunohistochemical staining in normal, dysplasia and OSCC epithelia from 4NQO-induced oral carcinogenesis rat model (**D**) and human oral cavity (**E**) (magnification 200×).

**Figure 2:**
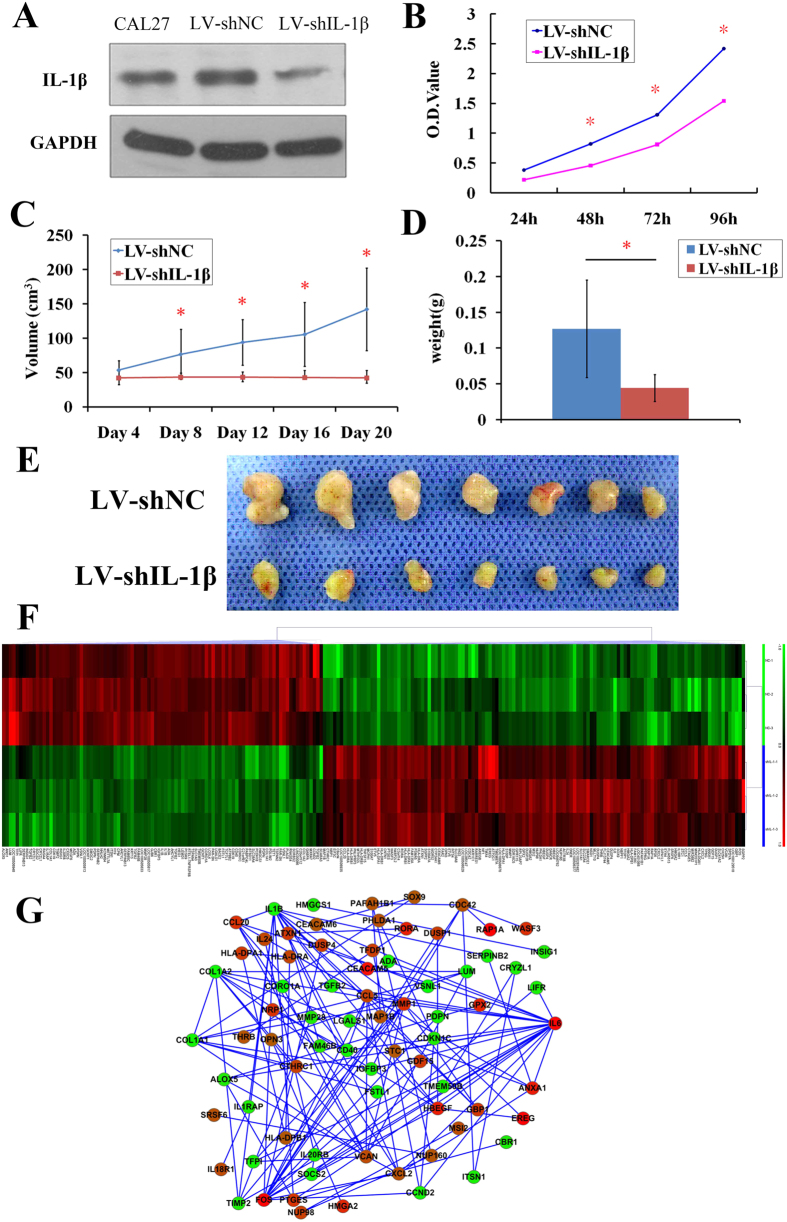
Silencing IL-1β inhibits OSCC growth *in vitro* and *in vivo*. (**A**) IL-1β protein expression levels in Cal27 cells after transfected with IL-1β shRNA (LV-shIL-1β) or LV-shNC. (**B**) After transfected with LV-shIL-1β or LV-shNC, Cal27 cells cell viability was measured every 24 h. (*P < 0.05 vs. cells transfected with LV-shNC) (**C,D**) After transfected with LV-shIL-1β or LV-shNC, Cal27 were subcutaneously injected into the flank region of nude mice. Tumor volumes were measured once every 4 days. 20 days later the mice were sacrificed and the tumors were removed and weighed. Tumor volumes (**C**) and weights (**D**) are presented as the mean ± SD. (*P < 0.05 vs. control). (**E**) Representative images of xenograft tumors obtained after the 20th day from Cal27 inoculation. (**F**) Microarray analysis of Cal27 cells transfected with LV-shIL-1β or LV-shNC. ShIL-1-1, 2, 3 from LV-shIL-1β group, NC-1, 2, 3 from LV-shNC group. (**G**) A total of 125 significantly changed central node genes were selected from above Cal27 microarray data to construct a multicenter interaction network. Upregulated node genes are marked in red and downregulated node genes are marked in blue.

**Figure 3:**
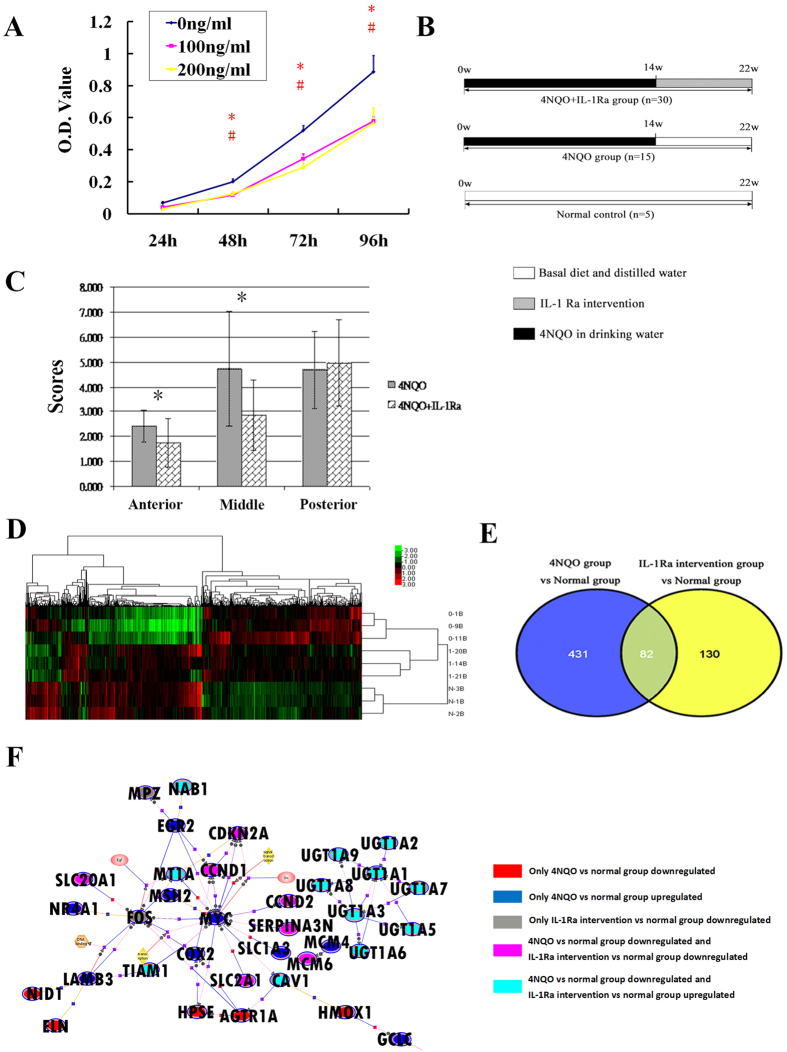
Targeting IL-1 by IL-1Ra interrupts oral carcinogenesis by modulating the microenvironment. (**A**) Cal27 cells were treated with the indicated concentrations of IL-1Ra. Cell viability was then measured at 24 h,48 h,76 h and 96 h. (*P < 0.05, 100 ng/ml IL-1Ra vs control; ^#^*P* < 0.05, 200 ng/ml IL-1Ra vs control). (**B**) Schematic drawing of IL-1Ra intervention during 4NQO induced rat tongue carcinogenesis. Rats were exposed to 4NQO for 14 weeks and then randomly distributed into 4NQO control and IL-1Ra intervention group. IL-1Ra intervention group (n = 30) received a tongue submucosal injection of IL-1Ra, while the 4NQO group (n = 15) received an equal volume of the diluent (sterile saline) weekly from week 14. At the end of week 22, the rats were sacrificed and tongues were dissected for histological analysis and microarray analysis. (**C**) The histological comparison between the IL-1Ra intervention and 4NQO groups (*P < 0.05). (**D**) Hierarchical clustering analysis after microarray experiment. 0–1B, 0–9B, and 0–11B from the 4NQO group; 1–20B, 1–14B and 1–21B from the IL-1Ra intervention group; and N-1,2,3B from the normal group. (**E**) Comparison of differentially expressed genes in the 4NQO group and IL-1Ra intervention group by Venn diagram. 431 genes were differentially expressed in the 4NQO group but not changed in IL-1Ra intervention group. (**F**) With the 431 genes, biological associated networks (BANs) were constructed by GeneSpringGX software.

**Figure 4:**
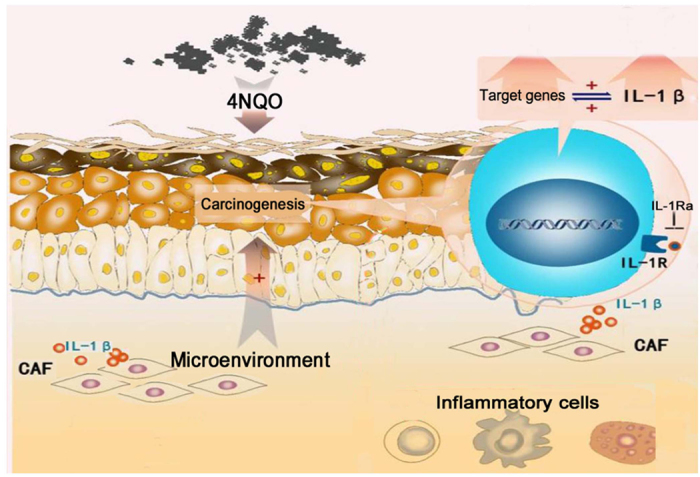
Schematic illustration of the modulation of IL-1β in the tumor microenvironment to promote oral carcinogenesis. Under carcinogenic stimulation, IL-1β is upregulated in both epithelial and stromal compartments such as fibroblasts. Paracrine signals from IL-1β activate gene expression pathways in neighboring cells and vice versa, ultimately setting up a cycle of reinforcement and generating a tumor favorable microenvironment for oral carcinogenesis.

# Supplementary material for: Modulation of IL-1β reprogrammes the tumor microenvironment to interrupt oral carcinogenesis
**Source:** Sci Rep. 2016 Feb 1;6:20208. doi: 10.1038/srep20208
**Supplement:** Supplementary Information

**Modulation of IL-1 $\beta$  reprogrammes the tumor microenvironment  
to interrupt oral carcinogenesis**

Tong Wu<sup>†</sup>, Yun Hong<sup>†</sup>, Lihua Jia, Jie Wu, Juan Xia, Juan Wang, Qinchao Hu, Bin Cheng\*

<sup>†</sup> These authors contributed equally to this work.

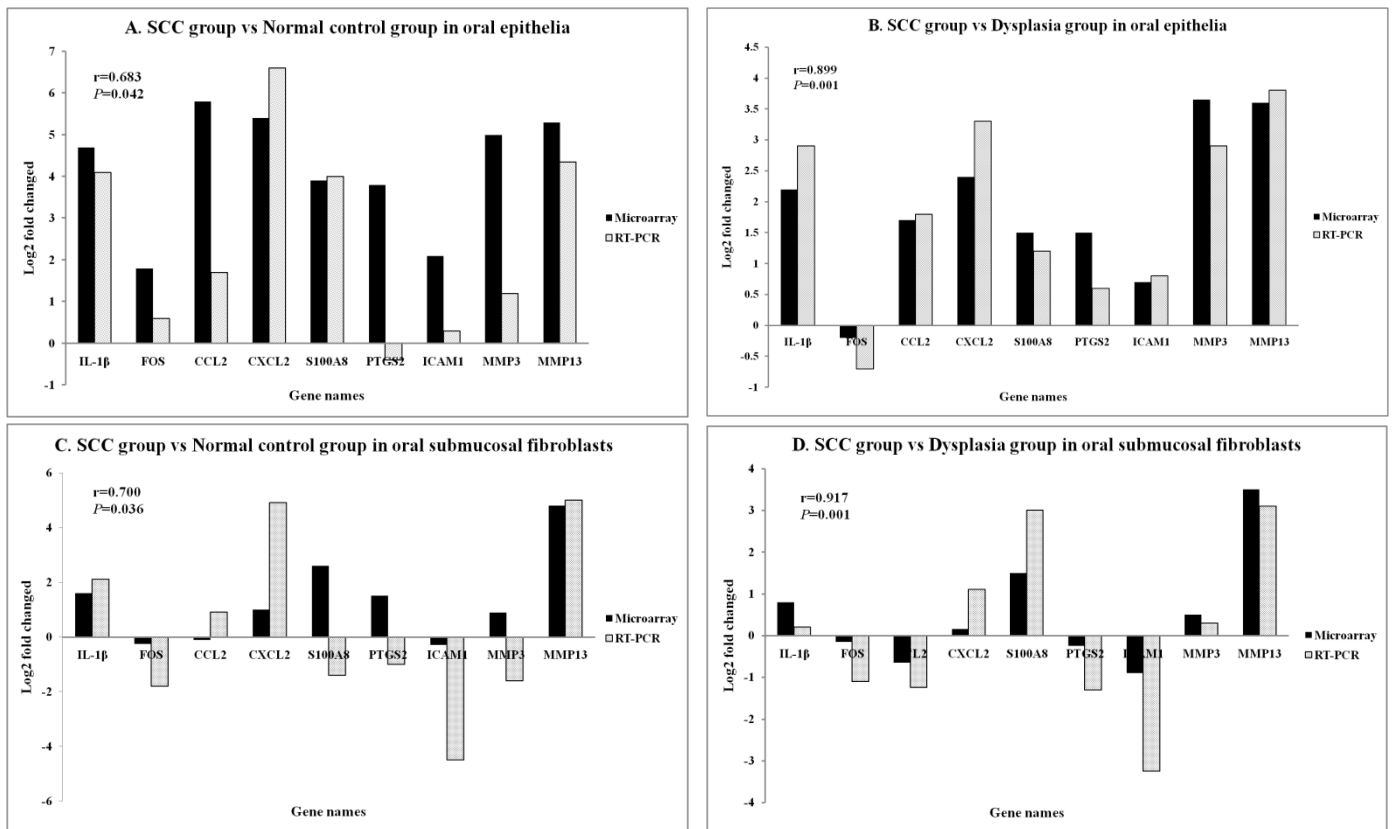

**Supplementary Figure 1. Real time PCR validation of selected differentially expressed genes identified by microarray in oral epithelia and fibroblasts during 4NQO induced oral carcinogenesis.** A randomly selected subset of 9 genes was used to validate the microarray results. The fold change gene expression measured by RT-PCR was then compared directly to the fold change obtained by Affymetrix hybridization. The Spearman correlation between the two methods was tested; the  $r$  and  $P$  value were shown in figures. (A) SCC group vs Normal control group in oral epithelia. (B) SCC group vs Dysplasia group in oral epithelia. (C) SCC group vs Normal control group in oral submucosal fibroblasts. (D) SCC group vs Dysplasia group in oral submucosal fibroblasts.

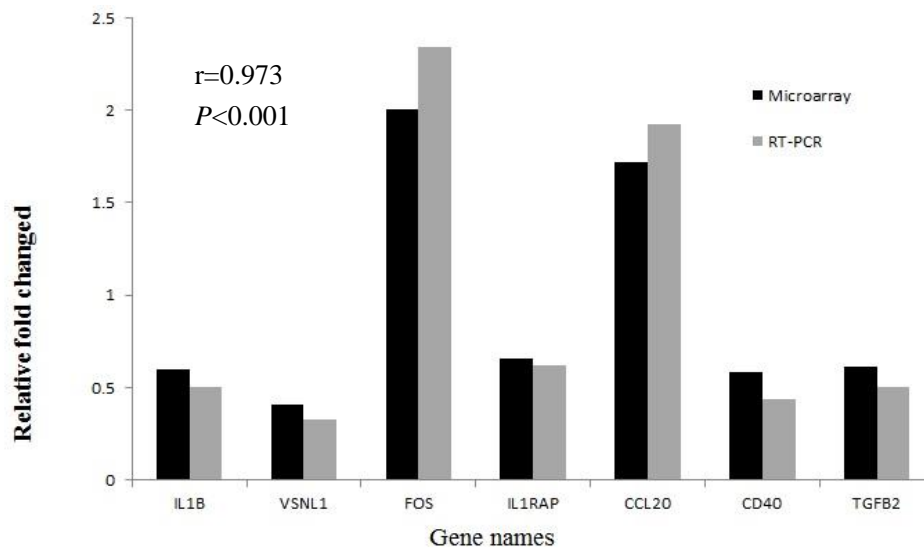

**Supplementary Figure 2. Real time PCR validation of selected differentially expressed genes identified by microarray in OSCC Cal27 cells with and without IL-1 $\beta$  shRNAs transfection.** A randomly selected subset of 7 genes was used to validate the microarray results. The fold change gene expression measured by RT-PCR was then compared directly to the fold change obtained by Affymetrix hybridization. The Spearman correlation between the two methods was tested; the  $r$  and  $P$  value were shown in figures.

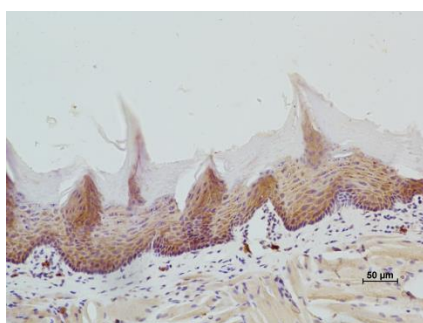

**Supplementary Figure 3. IL-1 receptor I (IL-1RI) expression rat oral mucosa detected by immunohistochemical staining (magnification 200 $\times$ ).**

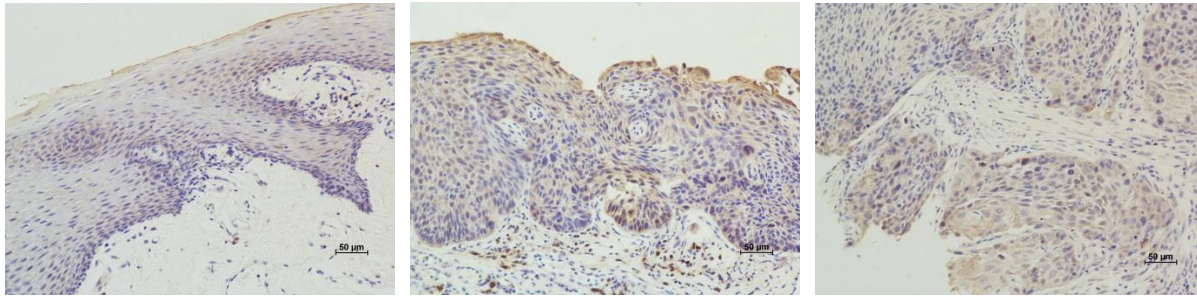

Normal

Dysplasia

Carcinoma

**Supplementary Figure 4. IL-1 receptor I (IL-1RI) expression during human oral malignant transformation detected by immunohistochemical staining (magnification 200×).**

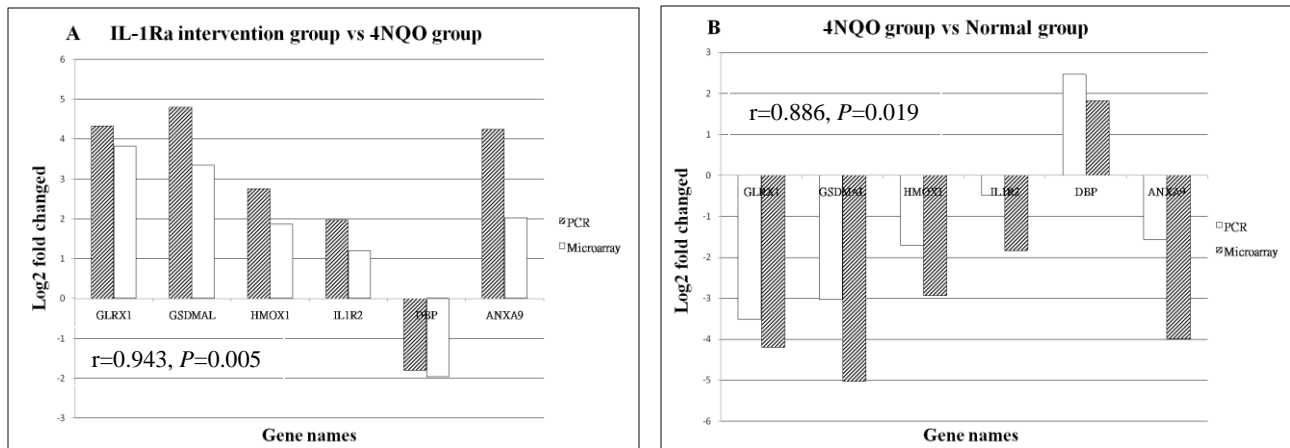

**Supplementary Figure 5. Real time PCR validation of selected differentially expressed genes identified by microarray after IL-1Ra administration in 4-NQO induced oral carcinogenesis.** A randomly selected subset of 6 genes was used to validate the microarray results. The fold change gene expression measured by RT-PCR was then compared directly to the fold change obtained by Affymetrix hybridization. The Spearman correlation between the two methods was tested; the  $r$  and  $P$  value were shown in figures. (A) IL-1Ra intervention group vs 4NQO group in tongue tissue. (B) 4NQO group vs normal group in tongue tissue.

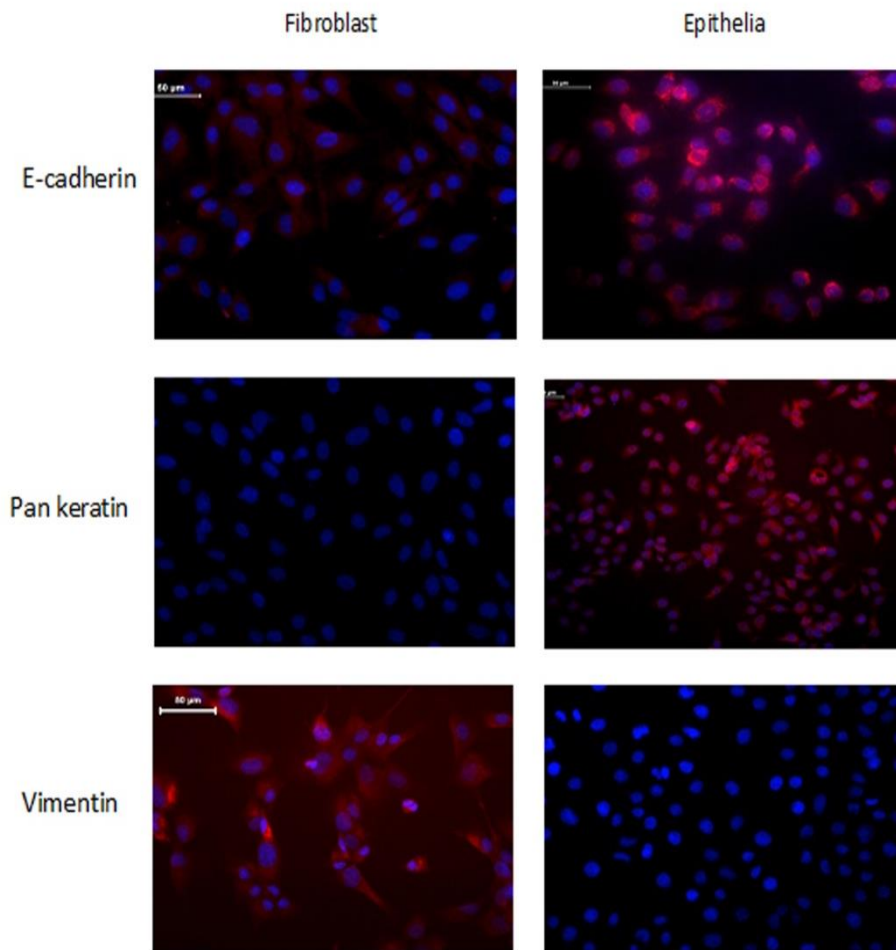

**Supplementary Figure 6. Isolation of the epithelial cells and fibroblasts from rat oral mucosa.** Representative images of immunocytochemical staining for rat E-cadherin, pan keratin, and vimentin. Blue, DAPI nuclear stain; Red, E-cadherin, pan keratin, and vimentin.

**Supplementary Table 1. Primer designed for quantitative realtime polymerase chain reaction (PCR) analysis**

| Gene    | Primer sequence                                               |
|---------|---------------------------------------------------------------|
| IL-1B   | 5'-GCAGCATCTCGACAAGAGCTT-3'<br>5'-GCTCCACGGGCAAGACATAG-3'     |
| FOS     | 5'-TGGAGCCGGTCAAGAACATT-3'<br>5'-GCCGGAACAAGAAGTCA TCA-3'     |
| CCL2    | 5'-CGCTTCTGGGCCTGTTGTT-3'<br>5'-TGGGATCATCTTGCCA GTGA-3'      |
| CXCL2   | 5'-CGCCCAGACAGAAGT CATAGC-3'<br>5'-TTTGGACGATCCTCTGAACCA-3'   |
| ICAM1   | 5'-CGGGATGGTGAAGTCTGTCA-3'<br>5'-GTGCACGTCCCTGGTGATACT-3'     |
| MMP3    | 5'-CTGGGCTATCCGAGGTCATG-3'<br>5'-TTCTGGACGGTTT CAGGGAG-3'     |
| PTGS2   | 5'-CTACCATCTGGCTTCGGGAG-3'<br>5'-ACAGTCGCTCGT CATCCCA-3'      |
| S100a8  | 5'-GCCTTGAGCA ACGTCATTGA-3'<br>5'-TCCTGAAGTCATCCCTGTAGAGG-3'  |
| VSNL1   | 5'-TGTTTGACGTTTCAGAGGCT-3'<br>5'-AGATGTGTGTAAGGGTAGATTTAGT-3' |
| IL1RAP  | 5'-GGGTGGTGGCTGCTATTTCT-3'<br>5'-AGCTACCTTTGAACCACGGG-3'      |
| CCL20   | 5'-TCAGAAGCAGCAAGCAACTTTGAC-3'<br>5'-TTCGTCGGCCATCTGTGTT-3'   |
| TGFB2   | 5'-GTATTGCTCTGCAATGGGCG-3'<br>5'-CAGCACATGTTTTCTGGGGC-3'      |
| CD40    | 5'-ATACTGTCTGCCAACCTGC-3'<br>5'-TCCTTTGGTTTCTTGACCACCT-3'     |
| MMP2    | 5'-CGGTTTATT TGGCGG ACA GT-3'<br>5'-GCCTCGTACACGGCATCAAT-3'   |
| GLRX1   | 5'-GCATAGGCGGATGCAGTGAT-3'<br>5'-ACATCAACTCTCAGGGGCAC-3'      |
| GSDMAL  | 5'-GTGGAAACCGTGCAGGAAGT-3'<br>5'-GGGATGTCCCACTCATCTTT-3'      |
| HMOXL   | 5'-CTCTATCGTGCTCGCATGA-3'<br>5'-GGGACTCTGGTCTTTGTGTT-3'       |
| IL1R2   | 5'-CAAGGATGTGGGTGAAGGAT-3'<br>5'-GGAAAGAGGCTTCGGTATTC-3'      |
| DBP     | 5'-ACCGTGGAGGTGCTAATGAC-3'<br>5'-AGGCTTCAATTCCTCCTCTGA-3'     |
| ANXA9   | 5'-ATGGGTCCTGCTCTTACACA-3'<br>5'-CCGGATAGCATCCTCCAGTT-3'      |
| β-actin | 5'-TGCCTCTGGTCGTACCACTG-3'                                    |

(control) 5'-GCGAAACCTTCGTAG ATGGG-3'

---

RNA preparations used for the microarray were also subjected to realtime PCR validation assays using primers specific for a randomly selected cohort of those genes. The primer sets for these genes were designed to amplify about 100 bp segments and primers specific for  $\beta$ -actin were used as a housekeeping gene control. All primers were custom-designed from GenBank mRNA sequences and prepared by DaAn Gene Company (Guangzhou, China). Their sequences are listed above. cDNA was synthesized from 4 mg RNA samples using oligo dT to prime the reverse transcriptase reaction. RT-PCR was carried out on the ABI 9700 instrument (ABI company, Foster City, CA, USA) with the QPCR SYBR green detection reagent (ABI company) for three minutes at 93°C for the initial denaturing, followed by 40 cycles of 93°C for 30 s, 55°C for 45 s and 72°C for 45s. Cell threshold values for each gene were determined and fold induction compared with RPS26 was calculated using the  $\Delta\Delta CT$  method. RT-PCR results were recorded for each gene as fold change versus control. PCR products were evaluated by dissociation curves to confirm single amplification and the absence of significant primer-dimer contamination.

How the deposited data were processed for this re-analysis (not part of the article)

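RNA of oral epithelia and submucosal fibroblasts from normal tissue, dysplasia and SCC of the 4NQO rat model was measured on 18 Affymetrix rat expression arrays, 1 per sample, with 3 samples in each of the 6 groups. The intensity values are probe set signals that the authors summarized and normalized before deposition; the submitters' notes name RMA and Affymetrix Expression Console, and their versions are not given in the sources used here. The deposited values are on a linear scale, with a lowest value of 1 on every array, and they were taken to log2 and used as deposited. Of 31099 probe sets, 57 controls were left out and 31042 tested, of which 20826 name 1 gene, 436 several and 9780 none, for 14217 genes. No value column was left out, and no filter on dim probe sets was applied because the values carry no detection call.

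Each cell type was fitted apart with limma 3.58.1 in R 4.3.3 over its 9 arrays and 3 stages, and contrasts between stages were adjusted by Benjamini-Hochberg over all probe sets, with a call at an adjusted p under 0.05. An F test over the stages gave the probe sets that differ at any stage, and a fit of all 18 arrays gave the difference of a change between the cell types. All p-values of single genes are adjusted p-values from limma unless a t-test is named. Those of the methods' t-test are adjusted too, a step the methods do not describe. An exact permutation test of 3 against 3 samples cannot go below 0.10. The study's thresholds stand here for a fold of at least 2 and an unadjusted limma p under 0.05; the methods name a fold of 2 or 1.5 with a detection P value under 0.05, which was not used here. Written before the data were examined, 34 gene lists (pathways, gene groups and cell type markers) were tested with limma's camera at a preset correlation of 0.01 between genes, with 1 probe set per gene, and again with the correlation estimated from the arrays. Of these, 32 were tested; the list of the study's own genes was only counted, and a list needs 5 measured genes. Camera asks whether the genes of a list stand apart from other genes, and with the estimated correlation it called 0 lists in any comparison, with a lowest adjusted p of 0.084.

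The genes named were set by a rule: every gene of the study's list, up to 10 of the largest rises and falls per comparison among called probe sets whose groups do not overlap, up to 4 called members per list, and genes of IL-1 and of epithelial purity. Among these the text prefers genes whose call held with each array left out, a preference set after the values were seen. List members named without a value stand beside a count of 5 or fewer and were chosen after their values were seen; their calls were not all tested with arrays left out.

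Samples with the same number were checked for pairing by correlating their deviations from the stage mean. Over all probe sets the same-number correlations in fibroblasts were 0.0255 to 0.194 for normal and dysplasia, 0.321 to 0.592 for dysplasia and SCC, and 0.0658 to 0.229 for normal and SCC. Over 14424 probe sets with a mean log2 signal above 7 they were 0.122 to 0.321, 0.584 to 0.703 and 0.180 to 0.362, and in epithelia they lay between -0.109 and 0.210, and between -0.165 and 0.391. A correlation above 0.1 for every pair was met in fibroblasts for dysplasia and SCC in both versions and for the other stages only over the brighter probe sets, and in epithelia in neither. Over all probe sets, fibroblast samples of different numbers had -0.203 to 0.116 for normal and dysplasia and -0.527 to 0.352 for dysplasia and SCC. For normal and SCC they had -0.224 to 0.125. These ranges overlap those of the same number. Yet 5 of 6 fibroblast arrays correlated best with their own number for normal and dysplasia. For normal and SCC it was 5 of 6, and for dysplasia and SCC 4 of 6. In epithelia it was 2, 3 and 0 of 6 for the same pairs of stages. The fits were left without pairs, and the counts with the replicate number as a block are given beside the fibroblast results they change; those counts had been seen before the check was settled.

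On simulated data with a spread taken from these arrays, limma called 33 to 64 of 100 probe sets shifted by 1 on the log2 scale. It called 84 to 95 of 100 shifted by 2, with 4 to 10 false calls per comparison of stages. The simulation was not shown to carry deviations that many probe sets of 1 array share, or a spread that differs between stages. Both occur here, as in the third fibroblast samples and in SCC epithelia. The simulated counts therefore cannot tell how many real changes were missed or how many calls on these arrays are false. The alternatives tried were a filter on dim probe sets, quantile normalization, an alignment of the arrays on spike-in controls, 1 fit of all arrays, fits of 2 groups only, the replicate block, other settings of limma, array weights, the t-test of the methods, 1 probe set per gene, other fold thresholds, and each array left out in turn. RT-PCR, immunohistochemistry and the network software were not analysed here.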

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

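The tests of admixed cell types, of scaling and of RNA degradation were chosen after the results were seen; the counts over other splits of the samples were set before. Groups of 3 samples were not tested for single outlying samples.

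A difference between the cell types drew attention in 3 tests over all 18 arrays: the change differed between epithelia and fibroblasts for 1282 probe sets from normal to dysplasia, 202 from dysplasia to SCC and 5126 from normal to SCC. From normal to dysplasia the count was 737, 676 and 592 without normal epithelia 1, 2 and 3, 758 and 476 without dysplasia epithelia 1 and 3, and 723, 595 and 1945 without dysplasia fibroblasts 1, 2 and 3. From dysplasia to SCC it was 123 without normal epithelia 1, 102, 114 and 56 without dysplasia epithelia 1, 2 and 3, 115 without SCC epithelia 2, 351 without normal fibroblasts 3, 121 and 66 without dysplasia fibroblasts 1 and 2, 68 without SCC fibroblasts 1, 68 without SCC fibroblasts 2 and 508 without SCC fibroblasts 3. From normal to SCC it was 3259 and 3101 without SCC fibroblasts 1 and 2. With the spike-in alignment the count from normal to dysplasia falls and that from dysplasia to SCC rises many times over, as given under the dependence on processing. The splits below use the deposited scaling. Of 100 splits of the samples, 3 gave a count as large as 1282 (highest other 4174) and 2 one as large as 5126 (highest other 10842). From dysplasia to SCC, 5 gave one as large as 202 (highest other 479). The share lies under the 0.05 level for 1282 and 5126 and not for 202. Splits that mix the stages within a cell type also break up changes with the stage that both cell types share. The shares therefore cannot decide whether chance explains a difference between the cell types. The 2 highest, 4174 and 10842, came from the split that exchanges the stages in the fibroblasts alone, which adds the changes of the cell types instead of subtracting them; without it the highest were 2991 and 4271, and from dysplasia to SCC it gave 1347, outside the splits drawn. Large counts of this split can come from the changes with the stage themselves; what drives the split with 2991 was not tested. The counts and splits ignore the sample number, although dysplasia and SCC fibroblasts of the same number correlate at 0.321 to 0.592. A count with the number as a block is not given for these differences.

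By the same test from normal to SCC, the change in epithelia exceeded that in fibroblasts for Ccl2 by 5.82 on the log2 scale (adjusted p = 6.19e-06), Cxcl2 by 4.29 (0.00266), Mmp3 by 3.67 (0.0122), Il1b by 2.91 (0.0164), Tgfb3 by 2.38 (0.000436), Icam1 by 2.31 (2.88e-05), Ptgs2 by 2.203 (0.0168), Tgfb2 by 2.01 (0.0179) and S100a8 by 1.37 (0.0500). A second probe set of Tgfb2 goes the other way, at -2.04 in epithelia and -0.34 in fibroblasts. The difference was -4.84 for Il1rn (2.88e-05), -4.16 for Il1r2 (0.000178), -4.07 for Il1a (0.000152) and -1.77 for Il1rap (9.97e-05), whose change was larger in fibroblasts. Signals of Il1b, Ccl2 and Cxcl2 in fibroblasts lie near the upper end of the arrays, where differences are compressed. These differences of single genes rest on the deposited scaling. The spike-in alignment shifts the median change from normal to SCC by 0.13 in epithelia and 0.71 in fibroblasts. Differences in which epithelia exceed fibroblasts, that of S100a8 among them, become smaller with it. Their adjusted p-values with the alignment are not given here.

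Camera called lists of cell type markers, which the paper does not report for these arrays. In SCC against normal epithelia the list medians on the log2 scale were 2.17 for macrophages and monocytes (camera adjusted p = 1.49e-05), 2.17 for fibroblasts (0.0106) and 1.19 for endothelial cells (0.00998). In dysplasia against normal fibroblasts they were 0.69 for skeletal muscle (1.16e-09), 0.57 for epithelial cells (0.0178, and 0.970 without normal fibroblasts 3), 0.45 for neutrophils (0.00153), 0.42 for mast cells (0.0102, and 0.117 and 0.119 without normal fibroblasts 3 and dysplasia fibroblasts 3), 0.30 for T and NK cells (0.00307, and 0.0853 without dysplasia fibroblasts 3), -0.52 for fibroblasts (8.10e-05) and -1.18 for macrophages (0.00405, and 0.153 and 0.0503 without normal fibroblasts 1 and 2). In SCC against normal fibroblasts they were 1.84 for neutrophils (1.36e-06), 0.87 for mast cells (0.0071, and 0.0619 without normal fibroblasts 3), 0.47 for T and NK cells (0.0120) and -0.79 for fibroblasts (3.18e-05). None of these calls holds with an estimated correlation, with adjusted p-values of 0.084 for neutrophils in SCC fibroblasts, 0.29 in dysplasia fibroblasts and 0.75 to 0.87 for the other lists.

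The first pattern is that Il1b, Ptgs2, Tgfb1, Tgfb2, Tgfb3, Cxcl2, Mmp9, Mmp13 and Ccl2 are higher in SCC than in normal epithelia; Tgfb1 and Tgfb2 lose their calls without normal epithelia 1 (adjusted p = 0.0641 and 0.103), 2 (0.0689 and 0.0561) and 3 (0.0671 and 0.110), Tgfb2 also without dysplasia epithelia 1, 2 and 3 (0.0515, 0.0548 and 0.0587), both also with the test of the methods, and a second Tgfb2 probe set is lower, at -2.04 (0.000499). The spike-in controls change by -0.13 (standard error 0.157), while the scaling of the deposited values as the whole cause needs them to rise as much as the genes, which rise by 0.62 or more, so this argues against it for all 9. With the mean of the fibroblast markers as a covariate 7 of 9 keep an adjusted p under 0.05. Il1b goes from 4.61 (standard error 0.64) to 3.52 (standard error 0.71, adjusted p = 0.0133). For Il1b, Ptgs2, Tgfb3, Cxcl2, Mmp9, Mmp13 and Ccl2 this argues against the amount of fibroblast RNA, as these markers follow it, as the whole cause. The 2 set apart by losing the call (0 keep it) stay open. Tgfb1 goes from 0.62 (standard error 0.17) to 0.32 (standard error 0.19) and Tgfb2 from 1.18 (standard error 0.37) to 0.25 (standard error 0.22). With the macrophage markers 3 of 9 keep an adjusted p under 0.05 and 7 of 9 an unadjusted one. The 3 are Mmp9, Mmp13 and Ccl2, which argues against the amount of macrophage RNA, so measured, as their whole cause. A higher level of these RNAs per fibroblast or macrophage was not tested, nor was RNA of neutrophils in the epithelial samples. Neutrophil markers stood at 5.76 ± 0.14 in normal and 6.90 ± 0.45 in SCC epithelia (SD, n = 3 each). The 6 set apart by losing the adjusted call (0 keep it) stay open. Il1b goes to 2.58 (standard error 0.94, adjusted p = 0.144) and Cxcl2 from 5.20 (standard error 0.69) to 3.43 (standard error 1.13). Tgfb1 goes to 0.09 (standard error 0.26) and Tgfb2 to -0.27 (standard error 0.42). These 4 have both a smaller change and a wider error. Ptgs2 goes from 3.62 (standard error 0.43) to 3.09 (standard error 0.80, adjusted p = 0.0697), mainly by a wider error. So does Tgfb3, from 1.68 (standard error 0.18) to 1.50 (standard error 0.35, adjusted p = 0.0517). The fibroblast and macrophage markers rise with the stage, although the methods separated the epithelial layer with dispase. RNA of fibroblasts for Tgfb1 and Tgfb2, and of macrophages for the 6, Il1b among them, therefore cannot be told apart from a change within epithelial cells. Such a change stays open and was not tested apart. For IL-1β, the paper reports by immunohistochemistry that positive cells in rat oral epithelia grew more frequent with malignant transformation. That counts cells with the protein in tissue sections and does not give the share of macrophage RNA in these samples.

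The second pattern is that the third fibroblast sample of each stage stands apart from the other two. A share of epithelial RNA that varies between samples would leave little correlation between the third samples' deviations over 16712 probe sets alike in both cell types; with the remaining difference of the cell types removed it is 0.380 between dysplasia and SCC, which argues against such a share as the whole cause there, and 0.0621 and 0.104 between normal and these, so for the normal sample it cannot be told apart from other differences (0.59, 0.10 and 0.16 over all probe sets). The epithelial markers of the third samples differ from the mean of the other two by -1.82, -0.70 and -0.90 on the log2 scale in normal, dysplasia and SCC, and the macrophage markers by -2.42, 2.00 and 1.72. The 3' minus 5' signal of beta-actin was highest in the third sample at 0 of the 2 stages dysplasia and SCC. It was 1.76 against 1.59 and 2.00 in dysplasia, and 1.14 against 1.26 and 1.20 in SCC. These values lie inside the range of the others or close to it, so they cannot decide on RNA degradation. In normal the third sample was highest (2.02 against 1.51 and 1.69, and 0.411 against 0.295 and 0.281 for GAPDH), where 1 stage is too few. RNA degradation therefore cannot be told apart from other differences at any stage. No biological explanation was tested, since the labels give none for the sample number.

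The third pattern is that Il1b, Il1a, Il1rn, Il1r2 and Il1rap are higher in SCC than in normal fibroblasts. All 5 keep an adjusted p under 0.05 with the epithelial markers as a covariate (Il1b 1.46, standard error 0.21, adjusted p = 0.00665), which argues against a share of epithelial RNA as the whole cause. The spike-in controls change by -0.71 (standard error 0.29). Scaling as the whole cause needs them to rise as much as the genes, by 1.699 or more, so this argues against it. The 3' minus 5' signal of beta-actin was 1.74 ± 0.26 in normal and 1.20 ± 0.06 in SCC (SD, n = 3 each). With it as a covariate 3 of 5 keep an adjusted p under 0.05 and 5 of 5 an unadjusted one. The 3 are Il1rn, Il1r2 and Il1rap, which argues against RNA degradation as their whole cause. The 2 set apart by losing the adjusted call (0 keep it) stay open. Il1b goes from 1.699 (standard error 0.26) to 0.92 (standard error 0.34) and Il1a from 4.01 (standard error 0.41) to 2.94 (standard error 0.57). With the neutrophil markers as a covariate 1 of 5 keeps an adjusted p under 0.05, Il1a, and 3 of 5 an unadjusted one. Il1a goes from 4.01 to 12.08 (standard error 1.37) and Il1b to 5.92 (standard error 1.38). Il1rn goes from 4.98 (standard error 0.39) to 4.16 (standard error 2.99), Il1rap from 2.105 (standard error 0.16) to 3.01 (standard error 1.20) and Il1r2 from 3.39 (standard error 0.29) to -0.37 (standard error 1.83). The errors grow because these markers nearly separate the stages. The value of Il1a lies far above its change without the covariate, so its kept call decides nothing here. The methods plated the cells and removed the nonadherent ones, a step that would remove neutrophils, yet Lcn2 and Csf3r stand at 12.77 and 10.96 in SCC fibroblasts. Macrophage markers stood at 10.29 ± 1.41 in normal and 10.34 ± 0.99 in SCC fibroblasts (SD, n = 3 each). They were not used as a covariate for these genes, so RNA of macrophages stays open for all 5. By the tests above, RNA degradation for Il1b and Il1a and RNA of neutrophils for all 5, Il1a among them, stay open too. None of these can be told apart from a change within fibroblasts. Such a change stays open and was not tested apart.

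Comparisons of 3 against 3 samples have 10 splits, too few for a share under 0.05. The number of splits with a count as large, the real count and the highest of the others were, for epithelia, 1, 4516 and 0 from normal to dysplasia, 1, 8 and 4 from dysplasia to SCC and 1, 9267 and 3 from normal to SCC; for fibroblasts they were 1, 53 and 0, 1, 573 and 0, and 1, 4733 and 1. At the study's thresholds they were 1, 1081 and 71 and 1, 646 and 638 in epithelia, and 1, 742 and 517 and 1, 853 and 492 in fibroblasts, from normal to dysplasia and from dysplasia to SCC. For the gene lists, adjusted within 1 comparison, they were 4, 6 and 6, 2, 18 and 20, and 5, 11 and 19 in epithelia, and 1, 18 and 16, 5, 12 and 22, and 2, 16 and 17 in fibroblasts. For probe sets that differ at any stage, 1 of 100 splits, the real one, gave 7151 in epithelia (highest other 4668) and 1 of 100 gave 2484 in fibroblasts (highest other 345), so chance is excluded for both.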

How the results depend on the processing

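Of the alternatives set in advance, 4633 results of single genes stayed on their side of the threshold, 125 newly passed it and 519 no longer did, and for gene lists 635 kept their side and 155 did not; no called value reversed its direction, while values called in neither fit may have changed sign. Leaving out the third fibroblast samples and taking folds from linear means were chosen after seeing the data. E stands for epithelia, F for fibroblasts, D for dysplasia and N for normal, and counts are of called probe sets. Where a value moved, the cause was not tested, except that 1 probe set per gene tests fewer probe sets and stricter folds or adjusted p-values keep fewer. Without dim probe sets, F D against N gave 83; quantile normalization gave 21 for E SCC against D. The spike-in alignment gave 2947 (E D against N), 37 (E SCC against D), 5659 (E SCC against N), 114 (F D against N), 16059 (F SCC against D; 8828 at the study's thresholds), 9701 (F SCC against N), 4517 and 11762 (any stage, E and F), and 450 and 17747 (cell type difference, D against N and SCC against D). A single fit of 18 arrays gave 69 (E SCC against D), 1141, 1511 and 7566 (F D against N, SCC against D, SCC against N); fits of 2 groups gave 0 (E SCC against D by limma, 3635 unadjusted) and 13 (F D against N). The replicate block gave 3 (E SCC against D), 1449 and 7405 (F D against N, SCC against N) and 5726 (F any stage); with it Krt86 and Nefh in E SCC against D have an adjusted p of 0.0754 and 0.131. A trend and robust limma fit gave 68 (E SCC against D). Array weights, whose estimation did not converge, gave 9883 and 16 (E D against N, SCC against D), 9633 (F D against N; 1359 at the study's thresholds), 9425 (F SCC against D; 1287), 17983 (F SCC against N), 10824 and 19325 (any stage, E and F), and 8059, 3610 and 12281 (cell type difference). The t-test of the methods gave 2437, 0 and 4631 (E; 3019 unadjusted for the 0; 219 at the study's thresholds for SCC against D), 0, 160 and 884 (F; 4412 unadjusted for the 0; 456 at the study's thresholds for D against N), and Il1b in F SCC against N, at 1.699, no longer passed (adjusted p = 0.0889; from 1.58e-05 to 0.0889 over its alternatives). With 1 probe set per gene the counts were 5467 (E SCC against N), 16, 289 and 2515 (F), 615, 399, 360 and 414 (study's thresholds), 4448 and 1270 (any stage), and 62 and 2919 (cell type difference, SCC against D and SCC against N). A fold of at least 2 left 938 and 2502 (E D against N, SCC against N) and 365 and 1764 (F SCC against D, SCC against N); a fold of 1.5 at the study's thresholds gave 3872, 1670, 2726 and 2632, and adjusted p-values there 8, 50 and 365. Without the third fibroblast samples the counts were 8232, 5019 and 13130 (F), 1647 and 1281 (study's thresholds), 13495 (any stage) and 3708, 987 and 8584 (cell type difference), and Mmp9 and Mmp3 in F D against N reversed to -1.73 (adjusted p = 0.00188) and -0.43 (0.0453). The t-test with folds from linear means gave 220 and 457 (E SCC against D, F D against N). With an estimated correlation camera called 0 lists in each comparison, against 6, 17, 12, 17, 12 and 15.

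With 1 array left out, the lowest and highest counts were 1416 and 5043 (E D against N), 0 and 736 (E SCC against D; 421 and 1324 at the study's thresholds), 6435 and 9131 (E SCC against N), 10 and 1000 (F D against N; 521 and 1590), 126 and 1276 (F SCC against D; 753 and 1298), 936 and 6796 (F SCC against N), 3762 and 6853 (E any stage), 404 and 4456 (F any stage), 476 and 1945, 56 and 508, and 3101 and 6790 (cell type difference), and 9 and 19 lists (F SCC against N). Counts at any stage were 3762, 4344 and 4116 without normal epithelia 1, 2 and 3, and in fibroblasts 713 and 640 without normal 1 and 2, 1123, 946 and 4456 without dysplasia 1, 2 and 3, and 404, 441 and 4063 without SCC 1, 2 and 3. The 0 for E SCC against D came without normal epithelia 1 and 3 and dysplasia epithelia 1 and 3 (3785, 3835, 3716 and 2917 unadjusted by limma), and 736 without SCC epithelia 3. Il1b ranged from 4.35 to 5.03 in E and 1.34 to 1.92 in F SCC against N. Signals near the upper end of the arrays limit what can be seen for keratins, Il1b and Cxcl2 in fibroblasts.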

Differences from the paper's values

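The paper gives 72 probe sets down from dysplasia to SCC in fibroblasts, against 213 here at a fold of at least 2 and an unadjusted limma p under 0.05, where its methods name a detection P value, so the thresholds may differ. Of the alternatives set before the data were examined, 1 probe set per gene gave 92, which does not differ by the rule used here, while the others differ: 176 without dim probe sets, 256 with quantile normalization, 22 with the spike-in alignment, 231 in 1 fit of all arrays, 204 with 2 groups only, 233 with the replicate block, 209 with a trend and robust fit, 434 with array weights, 128 with the t-test of the methods, 929 at a fold of 1.5, 41 with adjusted p-values, and 159 to 552 with 1 array left out. The paper's total of 525 from dysplasia to SCC in epithelia stands beside a sum of 565 of its up and down counts, and its 563 from normal to dysplasia in fibroblasts beside a sum of 566.

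In Supplementary Fig. 1 panel D, labelled SCC against dysplasia in fibroblasts, the array bars of the paper, read by eye, are about 0.8 for Il1b against 0.90 here (log2 ratio of linear means), about -0.65 for Ccl2 against 0.62, about 0.15 for Cxcl2 against 0.69, about 1.5 for S100a8 against 0.97, about -0.25 for Ptgs2 against 1.65, and about -0.9 for Icam1 against 0.61. For Il1b, quantile normalization (0.85) and leaving out dysplasia fibroblasts 1 (0.89) or 2 (0.87) do not differ, while the spike-in alignment (1.74) and the other left-out arrays do. For the other 5 genes every alternative tried there, quantile normalization, the spike-in alignment and each array left out, differs. A bar differs by the rule used here where the signs differ or the values differ by more than the larger replicate SD. By it Fos, Mmp3 and Mmp13 in that panel do not differ, although Mmp13 is about 3.5 against 1.28 here, with a replicate SD of 2.66, nor does any of the 27 bars of panels A to C. The change from normal to dysplasia in fibroblasts lies within 0.098 of all 9 bars of panel D: Il1b 0.71, Ccl2 -0.65, Cxcl2 0.14, S100a8 1.54, Ptgs2 -0.25, Icam1 -0.89, Mmp3 0.48, Mmp13 3.40 and Fos -0.10. This comparison was made after the values were seen.

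The paper states that the epithelial samples of a group cluster together (Fig. 1A); here the 3 normal and the 3 dysplasia samples each join first among themselves, while the SCC samples form no cluster: SCC epithelia 3 joins dysplasia at 0.0793, SCC epithelia 1 joins these and the normal samples at 0.258 and SCC epithelia 2 joins last at 0.598. The paper places 1 dysplasia fibroblast sample with the normal ones. Here dysplasia fibroblasts 3 joins SCC fibroblasts 3 first (height 0.120) and then normal fibroblasts 1 and 2 (0.182). The paper does not name the probe sets, distance or linkage of its tree, so both differences may come from unlike methods.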

Other observations

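Genes of the circadian clock were lower in SCC than in normal fibroblasts for 7 of 16 members (10 when adjusted over the list alone), with a list median of -1.10 (camera adjusted p = 0.00120, and adjusted p = 0.84 with an estimated correlation). In SCC epithelia 7 of the 16 were lower, among them the repressor Nr1d1 at -0.85 and Per1 at -0.97, and 2 higher, Nfil3 and Per2 (7 and 2 when adjusted over the list alone), with no call for the list (adjusted p = 0.21); Per1 and Nfil3 lost their calls with the methods' t-test (0.0550 and 0.0590). In SCC epithelia 2 of 18 genes of sterol synthesis were lower, Idi1 at -1.47 and Insig1 at -0.93, with a list median of -0.19 (adjusted p = 0.11). In SCC fibroblasts 5 of the 18 were higher, Ebp, Fdps, Idi1, Nsdhl and Sqle (7 when adjusted over the list alone), with a median of 0.56 (camera adjusted p = 0.00542, 0.0649 without normal fibroblasts 3, and adjusted p = 0.85 with an estimated correlation). There Idi1 and Sqle lost their calls without normal fibroblasts 1 (0.0654 and 0.0525) and SCC fibroblasts 1 (0.0977 and 0.104) and 2 (0.0818 and 0.0995) and with the methods' t-test (0.0618 and 0.0517), Sqle also without normal fibroblasts 2 and 3 (0.0856 and 0.0633). The hour at which tissue was taken is not given in the sources used here.

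From dysplasia to SCC, markers of skeletal muscle were lower in fibroblasts for 3 of 23 genes, Actn3, Tnni2 and Mb (16 when adjusted over the list alone), with a list median of -0.59 (camera adjusted p = 1.76e-10, and adjusted p = 0.75 with an estimated correlation). The calls of Actn3, Tnni2 and Mb end with the spike-in alignment (adjusted p = 0.165, 0.682 and 0.456), and without dysplasia fibroblasts 2 (0.0542, 0.137 and 0.153) and SCC fibroblasts 1 (0.0570, 0.158 and 0.159). Those of Tnni2 and Mb end also without normal fibroblasts 2 (0.0655 and 0.0614), dysplasia fibroblasts 1 (0.124 and 0.134) and SCC fibroblasts 2 (0.133 and 0.136), and that of Mb without normal fibroblasts 1 (0.0541). In the same comparison genes of glycolysis and hypoxia had a median of 0.41 with 1 of 27 higher, Pfkfb4 (7 when adjusted over the list alone; camera adjusted p = 2.23e-06, and adjusted p = 0.29 with an estimated correlation), and genes of the cell cycle a median of 0.57 with 1 of 51 higher, Aurka (2 when adjusted over the list alone; 5.28e-09, and adjusted p = 0.84 with an estimated correlation). Pfkfb4 and Aurka lost their calls without dysplasia fibroblasts 1 (0.0645 and 0.0678), 2 (0.0954 and 0.0924) and 3 (0.0512 and 0.0599) and SCC fibroblasts 1 (0.0693 and 0.139) and 2 (0.0645 and 0.123), and Aurka without normal fibroblasts 2 (0.0604). With the methods' t-test the calls of Actn3, Tnni2, Mb, Pfkfb4 and Aurka were lost.

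From normal to SCC, 2513 genes were higher in epithelia and 1476 in fibroblasts, 646 of them in both against 261 expected, and 2446 and 834 were lower, 239 in both against 143 expected. Opposite ways went 65 of the genes higher and 95 of those lower in epithelia. These counts rest on the deposited scaling. The spike-in alignment moves the higher share of called probe sets from 51.3% to 98.5% in fibroblasts and from 42.1% to 63.3% in epithelia. The overlap was not counted with that alignment. All 14217 genes served as the background, dim ones included. Epithelial markers stood at 11.87 ± 0.52 in SCC fibroblasts and fibroblast markers at 9.31 ± 1.93 in SCC epithelia (SD, n = 3 each). RNA of the same cells in both sample types may therefore add to the overlap, which was not tested. From normal to dysplasia 3 genes were higher in both against 2.28 expected, and from dysplasia to SCC 1 against 0.0481.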
